# Gene expression profiling of porcine mammary epithelial cells after challenge with *Escherichia coli* and *Staphylococcus aureus* in vitro

**DOI:** 10.1186/s13567-015-0178-z

**Published:** 2015-05-06

**Authors:** Alexandra Jaeger, Danilo Bardehle, Michael Oster, Juliane Günther, Eduard Muráni, Siriluck Ponsuksili, Klaus Wimmers, Nicole Kemper

## Abstract

Postpartum Dysgalactia Syndrome (PDS) represents a considerable health problem of postpartum sows, primarily indicated by mastitis and lactation failure. The poorly understood etiology of this multifactorial disease necessitates the use of the porcine mammary epithelial cell (PMEC) model to identify how and to what extent molecular pathogen defense mechanisms prevent bacterial infections at the first cellular barrier of the gland. PMEC were isolated from three lactating sows and challenged with heat-inactivated potential mastitis-causing pathogens *Escherichia coli* (*E. coli*) and *Staphylococcus aureus* (*S. aureus*) for 3 h and 24 h, in vitro. We focused on differential gene expression patterns of PMEC after pathogen challenge in comparison with the untreated control by performing microarray analysis. Our results show that a core innate immune response of PMEC is partly shared by *E. coli* and *S. aureus*. But *E. coli* infection induces much faster and stronger inflammatory response than *S. aureus* infection. An immediate and strong up-regulation of genes encoding cytokines (IL1A and IL8), chemokines (CCL2, CXCL1, CXCL2, CXCL3, and CXCL6) and cell adhesion molecules (VCAM1, ICAM1, and ITGB3) was explicitly obvious post-challenge with *E. coli* inducing a rapid recruitment and activation of cells of host defense mediated by IL1B and TNF signaling. In contrast, *S. aureus* infection rather induces the expression of genes encoding monooxygenases (CYP1A1, CYP3A4, and CYP1B1) initiating processes of detoxification and pathogen elimination. The results indicate that the course of PDS depends on the host recognition of different structural and pathogenic profiles first, which critically determines the extent and effectiveness of cellular immune defense after infection.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13567-015-0178-z) contains supplementary material, which is available to authorized users.

## Introduction

Postpartum Dysgalactia Syndrome (PDS), with Coliform Mastitis (CM) as cardinal symptom, is known as a multifactorial infectious disease in postpartum sows and a serious problem with high economic relevance in modern piglet production worldwide [1]. Significant milk production failure and other clinical signs including increased rectal temperature (>39.3 °C) postpartum, loss of appetite or low water intake, redness and inflammation of teats, pain, failure to expose teats and nurse, and sometimes vaginal discharge are typical indicators of affected animals [2]. While initial research focused on husbandry- and management-influenced occurrence of PDS, current studies rather concentrate on the role of causative pathogens, immune defense mechanisms, infection pressure and genetic predisposition. Gram-negative pathogens, e.g. *Escherichia coli* (*E. coli*) and gram-positive pathogens, e.g. *Staphylococcus aureus* (*S. aureus*) were most commonly isolated from milk of PDS-positive, but also from non-affected sows [3,4]. The major question is why only some sows develop subclinical or clinical signs of infection within 12 h to 48 h postpartum after contact with ubiquitous bacteria while others remain clinically healthy. Frequency and severity of this complex disease appear to depend on immune competence including resistance to infection of the sow. While the heritability of CM resistance has been estimated in a range from 0.02 up to 0.20 [5], further genetic studies on mastitis susceptibility are lacking. Extremely low infectious dose for colonization of mammary gland of sows of less than 100 coliform microorganisms [6] abet microbial mammary tissue invasion. In sows as well as in other animal species *E. coli* pathogenesis has been associated with lipopolysaccharide (LPS) endotoxin release inducing acute and severe inflammation [7]. In contrast, mastitis induced by *S. aureus* infection is mostly characterized as subclinical, mild and persistent [8]. Pathogenesis of both infections may proceed to pathogen clearance or to chronic infection depending on the effectiveness of host defense mechanisms especially at early stages of cellular response [8]. When pathogens have overcome physical barriers and entered the lumen of the mammary gland through the teat canal, macrophages and mammary epithelial cells (MEC) are important for initiating and driving the immediate non-specific innate immune response [9]. Inflammation response of periparturient sows after inoculation of porcine mammary gland with different potential mastitis-causing *E. coli* strains specified a dominant role of that pathogen species in CM [10]. The development of clinical symptoms of CM in the sow was suggested to be associated with a locally increased production of pro-inflammatory cytokines such as interleukin 1-beta (IL1-beta), IL6, IL8, and tumor necrosis factor-alpha (TNF-alpha) in response to intramammary *E. coli* infection [10,11]. Additionally, the time of infection of the mammary gland relative to parturition and the number of circulating neutrophils at the time of infection were shown to influence the development of clinical CM in the sow [12]. No published study was found regarding the inflammatory response of periparturient sows after inoculation of mammary gland with *S. aureus*. But it was commonly shown that *E. coli* and *S. aureus* are also the main causative agents of bovine mastitis, the most economically important disease of dairy ruminants. Comparative kinetic studies on infected udder of cows and inoculation of primary bovine mammary epithelial cells (pbMEC) with *E. coli* and *S. aureus* showed that *E. coli* swiftly and strongly induced the expression of cytokines and bactericidal factors, while *S. aureus* elicited a retarded response and failed to quickly induce the expression of bactericidal factors [8]. Both pathogens induced similar patterns of immune response genes, but the host response to *E. coli* was observed to be much faster and stronger than that to *S. aureus* infection [8]. Also different expression profiles of upstream as well as downstream regulators of early responses of pbMEC to *E. coli* and *S. aureus* may contribute to the different clinical manifestations and outcome of mastitis caused by these two pathogens [13]. Except for few referred studies on pathogen defense mechanisms of porcine mammary glands, the role of porcine mammary epithelial cells (PMEC) in the initiation of the innate immune response remains largely unknown. Our study focused on inflammatory response mechanisms of PMEC, isolated from lactating sows, after challenge with potential mastitis-causing pathogens such as *E. coli* and *S. aureus*. Strains from both pathogens used in our study were isolated from milk of PDS-positive sows. The molecular characterization of affected signaling pathways and involved signaling molecules in PMEC dependent on challenge time was performed by microarray analysis. Similarities and differences in the response of PMEC to both heat-inactivated pathogen species were determined by comparing the expression profile between the pathogen-challenged PMEC groups and unchallenged control as well as among the challenged groups. Selective analysis of most and strongest affected molecular and cellular functions, canonical pathways, upstream regulators and signaling networks were performed to throw light on the role of PMEC in pathogen clearance after bacterial invasion. Our results may especially improve the understanding of the specific reaction of PMEC to pathogen challenge and may help to get insight in how and to what extent environmental bacteria trigger inflammatory and immune responses in porcine mammary gland in general. To our knowledge, this is the first microarray-based study investigating genetic factors that determine the initial immune response of PMEC in vitro, at 3 h and at 24 h post-challenge (hpc) with heat-inactivated *E. coli* and *S. aureus* strains, potentially causing mastitis of sows.

## Materials and methods

### Cell culture and pathogen challenge

Primary cell cultures were established from mammary glands of three lactating sows of commercial herds. Animal care and tissue collection was performed in compliance with the German Law of Animal Protection. The experimental protocol was approved by the Animal Care Committee of the Leibniz-Institute for Farm Animal Biology, Dummerstorf, Germany. Tissues from eight mammary complexes cranial of the navel were collected aseptically immediately after slaughter from each individual. Subsequently, tissue samples were washed in Hank’s Balanced Salt Solution (HBSS, PAN Biotech, Aidenbach, Germany) containing 17 mM 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid (HEPES, PAN Biotech) and 2% Antibiotic/Antimycotic Solution (APS, 10 000 U/mL penicillin, 10 mg/mL streptomycin sulphate, 25 μg/mL amphotericin B, PAA, Cölbe, Germany). After a second washing step, tissue samples were finely minced using sharp blades and placed in 15 mL falcon tubes. Washing steps were repeated until the supernatant was clear. Tissue digestion steps were performed in collagenase solution (Type III, 200 U/mL, Biochrom, Berlin, Germany) at 37 °C for 45 min. Occasionally, digested tissue was mixed with washing buffer and filtered through stainless steel meshes (100–380 μm pore size, Sigma-Aldrich, Steinheim, Germany) to remove undissociated tissue and debris. Cells were collected by centrifugation at 1000 rpm and 15 °C for 10 min and pellets were resuspended in washing buffer without APS. This step was repeated until the supernatant was clear (3–4 digestion steps in total). At the end, cell pellets were resuspended in complete medium consisting of Dulbecco’s Modified Eagle Medium/Nutrient Mixture F-12 (DMEM/F12, PAN Biotech), 10% fetal bovine serum (FBS, PAA), 1% APS, 10 μg/mL insulin (Sigma-Aldrich) and 1 μg/mL hydrocortisone (Sigma-Aldrich). Primary cells were cryopreserved in 90% FBS and 10% dimethyl sulfoxide (DMSO, Carl Roth, Karlsruhe, Germany). Before starting the experiments, cells were thawn, plated onto collagen-coated (1:10 collagen R in destilled water, Menal, Emmendingen, Germany) 10 cm petri dishes and cultured in complete medium for several days at 37 °C and 5% CO_2_ in a humidified atmosphere. Fibroblasts, adipocytes and other cell types were removed by selective trypsinization (Trypsin/EDTA (0.25%/0.02%, Sigma-Aldrich) during the following days. These cell types detach more rapidly from plastic after trypsinization than do the epithelial cell islands. The culture was quickly rinsed with growth medium to stop the enzymatic dispersion and to remove the fibroblastic cell areas. The relatively undisturbed epithelial cell islands were further incubated with growth medium. This procedure was repeated several times until a uniform and confluent monolayer of epithelial cells was formed.

*Staphylococcus aureus* (not characterized) and *E. coli* (gMEc240, sequence type 101, phylogroup B1, C+) strains used for this experiment were isolates from milk of PDS-positive sows. Both strains were grown in brain-heart-infusion-broth (BHB, Oxoid, Wesel, Germany) at 37 °C to the logarithmic phase of culture growth (Optical Density at 600 nm [OD_600_] 0.5, ~ 5 × 10^7^/mL). Dilution series were plated to calibrate cell counts from the OD readings. Heat-inactivation of bacteria was performed at 80 °C for 1 h and verified by control plating. Afterwards, bacteria were spun down at 3000 rpm for 15 min, washed twice with DMEM/F12 medium and resuspended herein at a density of 1 × 10^8^/mL. Aliquots were stored at −20 °C.

Approximately 4.4 × 10^5^ of the isolated PMEC from each individual (three biological replicates) were seeded and cultured in collagen-coated 6-well plates in complete medium without APS (three technical replicates per individual and treatment condition). On the next day, medium was changed. Forty eight hours after seeding, cells reached 90% confluency. PMEC were challenged with 10^7^/mL heat-inactivated *S. aureus* and *E. coli*, respectively, for 3 h and for 24 h (Figure 1A). Equivalent challenge treatments have been considered as robust cell stimulation based on previously published reports. After incubation periods, pathogen-challenged and unchallenged cells (control) were washed three times with phosphate buffered saline (PBS, PAA) to remove the bacteria. Cells were collected for total RNA isolation.

**Figure 1:**
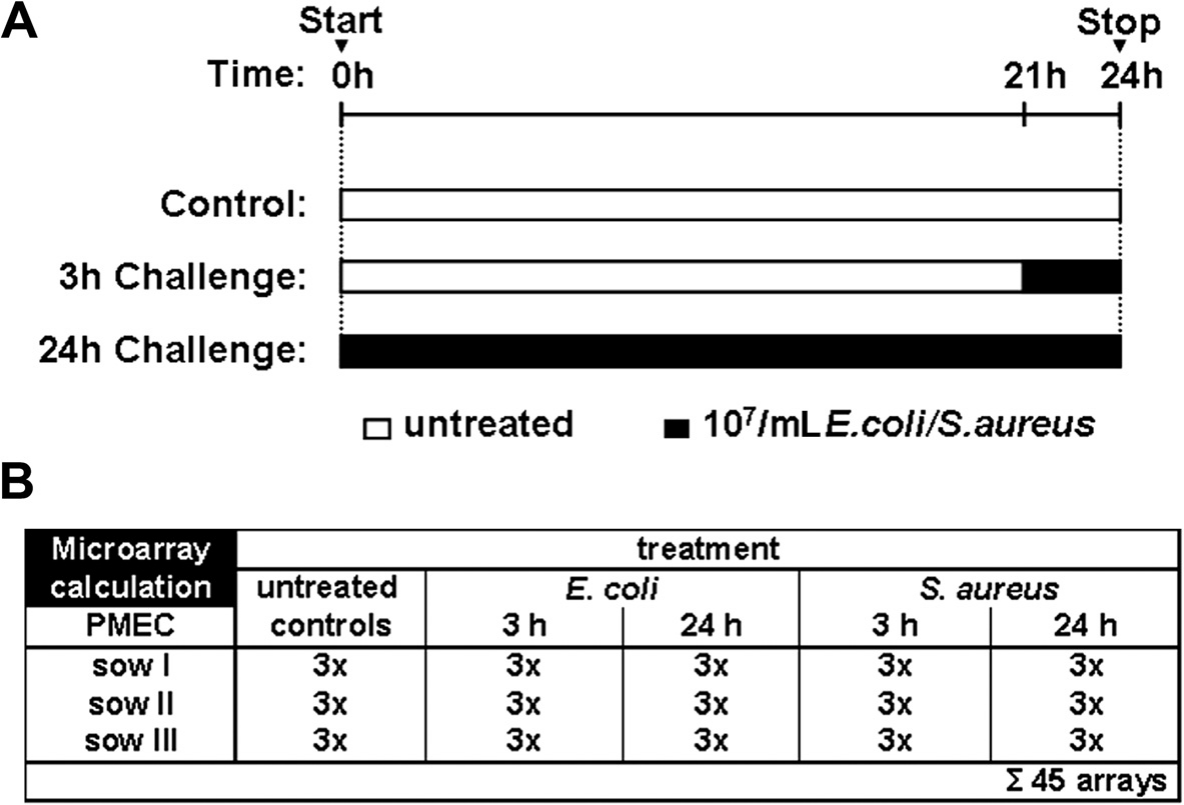
**Schema of experimental setting.** **(A)** Confluent PMEC cultures were challenged with 10^7^/mL heat-inactivated *S. aureus* and *E. coli*, respectively, for 3 h and 24 h. In parallel unchallenged control cells were cultivated. After incubation periods, cells were collected and total RNA was isolated. **(B)** PMEC isolated from three lactating sows represent three biological replicates. Three technical replicates were analysed of each challenge (*S. aureus*, *E. coli*), unchallenged control and the two challenge times (3 h, 24 h), respectively. A total of 45 microarrays were obtained.

### Immunocytochemistry/microscopy

PMEC were seeded on 12 mm coverslips (Carl Roth) in 24-well plate (Biochrom) at a density of 10 000 cells/well. After two days of culturing, medium was discarded, and coverslips were washed twice with PBS and fixed with ice-cold methanol (−20 °C, Carl Roth) for 20 min. Cells were permeabilized with 0.2% Triton X-100 (Carl Roth), diluted with PBS for 5 min and washed twice with PBS. Non-specific binding sites were blocked by incubating the coverslips with 10% FBS in PBS for 30 min at room temperature. Coverslips were washed twice with PBS and incubated with mouse anti-cytokeratin 18-fluorescein isothiocyanate (anti-Cy18-FITC, Sigma-Aldrich) and mouse anti-alpha-smooth muscle actin antibodies (clone 1A4, Sigma-Aldrich), respectively in a humidified chamber for 1 h. Coverslips were washed three times with PBS. Bound anti-alpha-smooth muscle actin antibody was visualized by 1 h incubation of the coverslips with goat anti-mouse FITC-labeled secondary antibody (Sigma-Aldrich). Nuclei of the cells were stained with 4’,6-diamidino-2-phenylindole (DAPI, Carl Roth) for 15 min. Coverslips were washed twice with PBS, air dried and mounted with 1,4-diazabicyclo[2.2.2]octane (DABCO) on glass slides (both from Carl Roth). Coverslips were analyzed by immunofluorescence microscopy (Microphot-FXA, Nikon, Düsseldorf, Germany).

### RNA extraction, target preparation, and hybridization

Total RNA was isolated using the TRI® reagent (Sigma-Aldrich) according to the manufacturer’s instructions. Isolated RNA was purified using RNeasy Mini Kit (Qiagen, Hilden, Germany), and contaminating DNA was removed by DNase I digestion (Qiagen). RNA integrity and quantity were checked by agarose gel electrophoresis and by spectrometry with a NanoDrop ND1000 spectrophotometer (PEQLAB, Erlangen, Germany). Absence of DNA contamination was verified by PCR of the porcine beta-actin gene (forward primer, GAGAAGCTCTGCTACGTCGC, reverse primer, CCTGATGTCCACGTCGCACT, Promega, Mannheim, Germany) with isolated RNA as templates. For the microarray analysis individual biotin-labeled cRNA was synthesized by the Gene Chip 3’ Express Kit (Affymetrix, Santa Clara, CA, USA). cRNA was fragmented (~100 bp) and hybridized for 16 h at 45 °C to Affymetrix Gene Chip® Porcine Genome Arrays. The microarrays were scanned using GeneChip Scanner 3000 (Affymetrix). Raw data was deposited in a MIAME-compliant database [14,15] (accession number: GSE64246).

### Microarray data analysis

A microarray experiment was conducted in triplicate; three biological replicates were performed for each bacterial strain and experimental condition (3 h, 24 h, and control). A total of 45 microarrays were analysed (Figure 1B). Five experimental groups were built, including cells challenged with *E. coli* (3 hpc and 24 hpc), cells challenged with *S. aureus* (3 hpc and 24 hpc) and unchallenged control cells. Data pre-processing was done using Bioconductor/ R packages. After quality control [16], background correction and data normalization were performed using GC-RMA (Log2). To improve statistical power [17], inappropriate probe sets were excluded from further analysis due to three criteria: (i) probe sets absent in >50% of PMEC culture within each experimental group (MAS5 filtering); (ii) probe sets with a small standard deviation (SD < 0.2); (iii) probe sets with a small mean value (M < 2.5). A mixed-model analysis was performed using statistical analysis software (SAS, SAS Institute, Cary, NC, USA) to determine relative changes in mRNA levels, including effects mediated by experimental group and individual animal [V_ij_ = μ + experimental group_i_ + animal_j_ + e_ij_]. Corresponding q-values were calculated to estimate the proportion of false positives among all significant hypotheses and thus to correct for multiple testing [18]. Alterations in transcript abundances were considered to be statistically significant at *p* < 0.05 and q < 0.05. Subsequently, data was filtered by fold change (FC < −1.5; FC > 1.5). The Ensembl gene annotation (Sus scrofa 9) was used as previously described [19]. A principal component analysis (PCA) was performed in R to assess an overall trend about the gene expression data and inspection about outliers. Gene lists from microarray results (Additional files 1, 2, 3 and 4) were evaluated with Ingenuity Pathway Analysis (IPA, Ingenuity Systems, Redwood City, CA, USA) to identify most affected molecular and cellular functions, canonical pathways, upstream regulators, and functional networks (*p* ≤ 0.05, Fisher’s exact test).

### Real-time quantitative PCR

First strand cDNA synthesis was performed with the same RNA samples used for the microarray analysis applying SuperScript III MMLV reverse transcriptase (Invitrogen, Karlsruhe, Germany) in a reaction containing 1 μg RNA, 500 ng oligo (dT)13VN primer and 500 ng random hexamer primers (Promega) according to the manufacturer’s protocol. Real-time quantitative PCR (RT-qPCR) was performed in duplicate to validate the differential expression results. Quantification of mRNA copy numbers was performed on a LightCycler 480 System using the LightCycler 480 SYBR Green I Master (all Roche Applied Science). Sequences of the oligonucleotide primers used (Sigma-Aldrich) and amplicons are given in Additional file 5. The reaction conditions for PCR were as follows: initial denaturation step at 95 °C for 5 min and 45 cycles consisting of denaturation at 95 °C for 10 s, annealing at 60 °C for 15 s and extension/fluorescence acquisition at 72 °C for 25 s. Melting curve analysis and agarose gel electrophoresis were performed after completion of the qPCR run to confirm specificity of the amplification and absence of primer dimers. Threshold cycles were converted to copy numbers using a standard curve generated by amplifying serial dilutions of an external PCR-generated standard (10^8^–10^2^ copies). The calculated copy numbers were normalized with a factor derived from expression of the reference genes *HPRT1* and *RN7SK* according to the method described by Vandesompele et al. [20]. Significance of differences was assessed with ANOVA. The results were declared to be statistically significant at *p* < 0.05. Spearman’s Rank Correlation was used to compare microarray and RT-qPCR measurements using the SAS 9.3 software (SAS Institute, Inc., Cary, NC, USA).

## Results

### Morphological characterization of PMEC cultures

Heterogeneous population of epithelial, fibroblast-like, and adipose cells isolated from mammary glands of lactating sows were purified by continuous removal of non-epithelial cells by trypsin/EDTA treatment. Fibroblastic cells detached from their substratum, while epithelial cells were found to be more resistant. Most of the PMEC had a typical cobblestone shape and were connected tightly, visualized by phase contrast microscopy (Figure 2A). The purity of PMEC cultures was determined by immunocytochemistry. Cytokeratin elements of the PMEC cytoskeleton were stained with specific anti-cytokeratin-18 antibody. Almost all of the cells in our primary cell cultures were positive for cytokeratin-18 staining (~97%) confirming high purity of luminal epithelial cells (Figure 2B). Some cells were found negative for cytokeratin-18 staining, but positive for alpha-smooth muscle actin staining (~3%) with a specific antibody showing that only few myoepithelial cells were present in our PMEC cultures (Figure 2C). The homogeneity of our established PMEC cultures ensures clarity and reproducibility of the subsequent experimental results.

**Figure 2:**
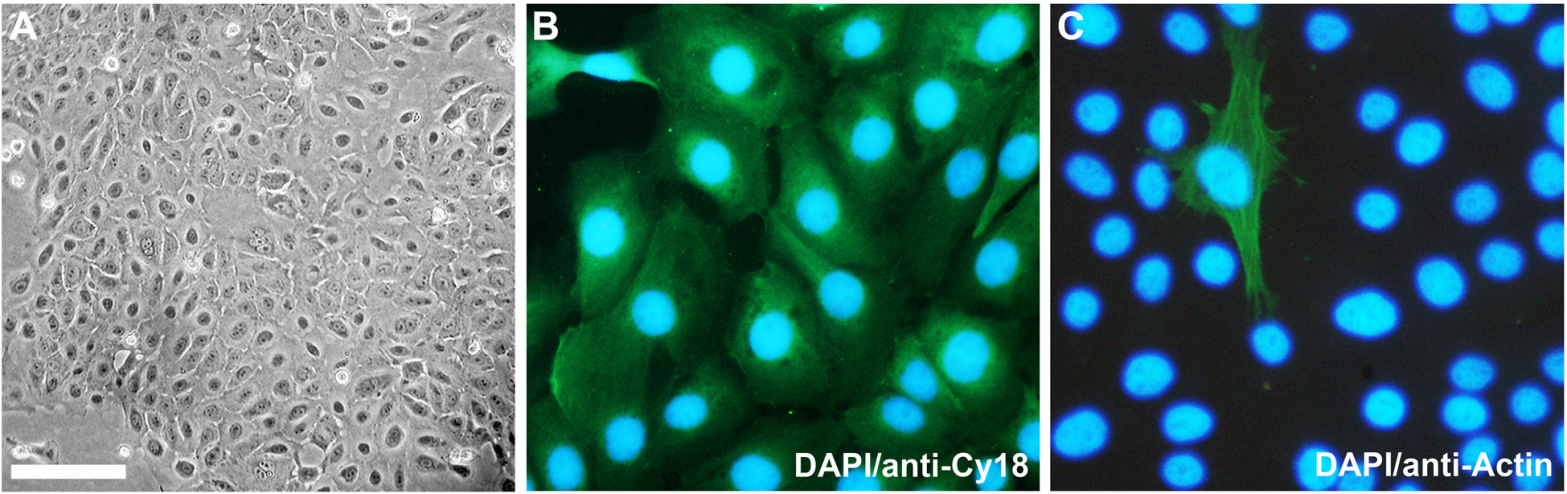
**Validation of cell types in PMEC cultures.** **(A)** Phase contrast micrograph of a confluent PMEC monolayer grown on collagen-coated tissue culture dishes demonstrating typical epithelial cobblestone morphology (bar = 100 μm). **(B)** Dominant luminal mammary epithelial cells were stained with anti-cytokeratin-18 antibody (anti-Cy18, green fluorescence; nuclei, DAPI, blue fluorescence). **(C)** Sporadically found myoepithelial cells were stained with anti-smooth muscle actin antibody (anti-Actin, green fluorescence; nuclei, DAPI, blue fluorescence).

### PMEC respond more prominently and earlier to challenge with E. coli than to challenge with S. aureus

Gene expression profiling of PMEC from three lactating sows was performed at 3 hpc and at 24 hpc with *E. coli* and *S. aureus*, respectively, in comparison with unchallenged control cells using Affymetrix Gene Chip® Porcine Genome Arrays. 

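The deposited data comprise 45 Affymetrix Porcine Genome Arrays from cells of 3 sows, and 3 culture wells per sow were hybridised for each of 5 groups, so that each group holds 9 arrays. The groups are the unchallenged control, *E. coli* and *S. aureus* at 3 hpc, and *E. coli* and *S. aureus* at 24 hpc. Each sample holds the values of 24123 probe sets on the log2 scale, background-corrected and normalised by the authors with GC-RMA, and no further normalisation was applied. The lowest value, 2.12, is a floor that GC-RMA gives to probe sets without signal above background, and between 32.9% and 34.0% of the probe sets of an array lay on it. The number of sows, not a count of molecules, limits the precision of array values. Because the 3 wells of a sow are not independent animals, their values were averaged to 15 sow means before any test. A linear model with group and sow was fitted to each probe set with limma, so that every challenge was compared with the control of the same sow. A probe set was called differentially expressed at an absolute FC above 1.5 together with an adjusted p (Benjamini-Hochberg) under 0.05. The FC threshold is that of the paper, which set p and q-values under 0.05. FC is the fold change in the paper's signed form, with a minus sign for a lower level. The labels give the control wells the culture time of the 24 hpc groups, and the design holds no control of 3 h. Gene groups were taken from 27 lists, such as interferon-stimulated genes or DNA replication, that were fixed before the data were examined but after the tables of the paper had been read. A list was compared with all other genes by camera, with a preset correlation of 0.01 and again with a correlation estimated for each list. Camera tests for a shift in 1 direction, so that rises and falls within a list cancel. Members of a list are limited to genes that the platform annotation names, without the symbols that only the tables of the paper give.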

Filtering of raw data based on MAS5 algorithm and variability of expression of probe sets revealed 8494 probe sets for further analysis. 

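All markers of luminal epithelial cells on the array lay above its floor in unchallenged control cells, as did some markers of other cell types. The keratins KRT8, KRT19 and KRT18 stood at log2 levels of 14.32, 14.81 and 11.42. ACTA2, the alpha-smooth muscle actin of myoepithelial cells, stood at 12.15, and the fibroblast marker THY1 at 11.29. These were the highest of their cell types. Other myoepithelial markers ran from the floor of 2.12 (MYLK and OXTR) to 11.80 (TAGLN). Other fibroblast markers ran from the floor (FAP and MFAP5) to 7.24 (POSTN). The leukocyte markers CD14, ITGB2 and CD3E lay at the floor of 2.12 in control cells, whereas AIF1, a macrophage marker, stood at 10.69. Of the markers of luminal epithelial cells on the array, 7 of 11 entered the tests, and 1 of these, the tight junction gene CLDN4, changed in any comparison with the control, a fall at 24 hpc with *S. aureus* (FC −1.57, 95% confidence interval −2.10 to −1.17, adjusted p = 0.031). CLDN4 stayed differentially expressed without sow 3 and not without sow 1 or sow 2. With *E. coli* at 24 hpc it had a log2 FC of −0.56 (adjusted p = 0.045) and missed the FC threshold alone. No marker of myoepithelial cells, fibroblasts, leukocytes or endothelial cells that was tested changed in any of the 4 comparisons. Probe sets were kept for testing at an SD of at least 0.2 and a mean of at least 2.5 over the 45 arrays, which are criteria of the paper. The MAS5 detection calls, another of its criteria, were not used. Of the 24123 probe sets, 124 Affymetrix controls were left out, and 8919 passed both criteria. Of these, 4140 carry 1 gene symbol in the platform annotation, 718 more are named in the tables of the paper, and 4061 have no symbol in either.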

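Cells of the 3 sows differed in the level of whole gene groups before any challenge. The 22 genes of DNA replication had a mean log2 level of 7.89 in unchallenged control cells of sow 1, 7.04 in sow 2 and 6.82 in sow 3. The 23 interferon-stimulated genes stood at 5.45, 5.55 and 6.45 in the same cells. Genes of the FoxO and quiescence list, such as the cyclin-dependent kinase inhibitors, stood at 7.77, 8.70 and 9.25. With 1 animal behind each value, these differences were not tested. Of the whole variance of the filtered probe sets over the 45 arrays, 54.5% lay between sows, 23.2% between the 5 groups, 11.0% in differences between sows in their response, and 11.3% between wells. The principal components held 37.0%, 22.2% and 18.3% of the variance. Of the first component 76.0% lay between sows, of the second 96.7%, and of the third 56.8% between groups. Wells of 1 sow and group correlated with a median of 0.995, arrays of the same group but of different sows with 0.966, each across probe sets, which are not independent replicates.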

A principal component analysis (PCA) showed that PMEC biological replicates were distantly clustered indicating individual differences, but had some similarity and reproducibility within the five experimental groups (Additional file 6). These were clustered into three distinct coloured groups (green dots: control; red dots: *E. coli*-challenge; blue dots: *S. aureus*-challenge) according to the density and consisting of three technical replicates, respectively. It was also shown that gene expression diverged most significantly with increasing challenge time (3 h to 24 h). 

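Between 3 hpc and 24 hpc with *E. coli* the interferon-induced genes IFIT1 and RSAD2 rose with FC 5.00 and 4.07 (adjusted p = 0.00020 and 0.020), and the complement component C3 with FC 4.84 (adjusted p = 0.00081). CYP1B1, a monooxygenase, fell with FC −11.6 (adjusted p = 0.0013) and CDC6, a loading factor of DNA replication, with FC −4.18 (adjusted p = 0.031). With *S. aureus* the same 2 genes fell between the time points with FC −12.5 and −5.74 (adjusted p = 0.0029 and 0.020). All of these changes had the same direction in each of the 3 sows. In total, 1242 probe sets differed between 24 hpc and 3 hpc with *E. coli*, 470 of them higher and 772 lower at 24 hpc. With *S. aureus* 940 differed, 296 higher and 644 lower. Without sow 2, none was differentially expressed with either pathogen, and without sow 1 the counts were 348 and 74. The omission of sow 3 gave 2080 and 1807. On the third principal component the 24 hpc arrays of sow 1 lay at a mean of 36.5 with *E. coli* against −11.6 in the control, and those of sow 3 at −8.14 against −16.3.

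**Figure D1:**
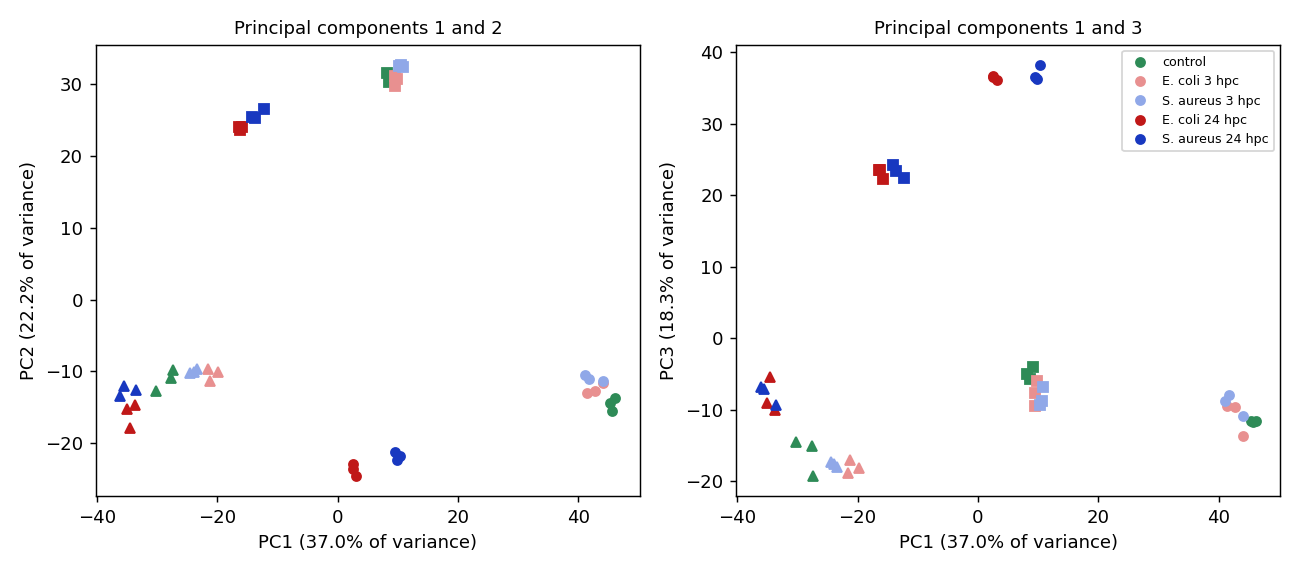
Scores of the 45 arrays on the principal components of the filtered probe sets, with colours for the groups and symbols for the 3 sows. The sows lie apart on the components that hold 37.0% and 22.2% of the variance, and the 24 hpc arrays lie above the others of their sow on the component that holds 18.3%.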

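Medians of the 45 arrays ran from 4.02 to 4.21 on the log2 scale. For each of the 5 groups of 9 arrays, Dixon's ratio of the gap at the end of the group to its range was computed for the array median, the share of probe sets at the floor and the correlation with the other wells of the same sow. None of the 15 ratios passed the 95% critical value for 9 arrays, and the largest was 0.467. The 9 arrays are 3 wells of each of 3 sows, so that differences between sows widen the range and a deviating well can stay below the critical value. No arrays held identical values, and the closest of 990 pairs correlated at 0.997 across probe sets.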

No outliers were detected. Further data analysis showed that more genes were differentially expressed at 24 h compared to 3 h after pathogen challenge, and following challenge with *E. coli* compared to challenge with *S. aureus* (Figures 3A-D). 

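Genes that separated the pathogens at 3 hpc included 2 chemokines of the CXC family and a cytokine of the interleukin 1 family. Compared directly, CXCL1 was 9.55-fold higher with *E. coli* than with *S. aureus* (95% confidence interval 5.79 to 15.7, adjusted p = 0.0011), CXCL3 3.19-fold (adjusted p = 0.00027) and IL1A 2.84-fold (adjusted p = 0.0069). STX11, a membrane fusion protein, differed by 2.10-fold (adjusted p = 0.0046). The single probe set that was lower with *E. coli* belongs to CDC42EP3, an effector of the GTPase CDC42 (FC −1.50, 95% confidence interval −1.75 to −1.29, adjusted p = 0.046). It was not called with quantile normalisation or with equal array medians, where all 16 and all 14 called probe sets were higher with *E. coli*. At 24 hpc the interferon-stimulated genes IFIT1 and ISG15 were 4.22-fold and 3.03-fold higher with *E. coli* (adjusted p = 0.0022 and 0.046), and the complement component C3 4.17-fold (adjusted p = 0.0066). Each of these differences had the same direction in all 3 sows. Over all probe sets tested, 18 differed between the pathogens at 3 hpc (17 higher with *E. coli*) and 12 at 24 hpc (all higher with *E. coli*). Whether the change from 3 hpc to 24 hpc differed between the pathogens was tested in the same limma model, and 0 probe sets passed, with 196 at an unadjusted p under 0.05 where 446 are expected by chance. In fits without sow 1, sow 2 and sow 3, 2, 0 and 3 of 5 genes at 3 hpc and 1, 0 and 1 of 3 genes at 24 hpc still differed between the pathogens. With the wells taken as 45 independent arrays, 28 probe sets passed the test of the change over time.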

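At 3 hpc with *E. coli* the most strongly raised transcripts were chemokines of the CXC family, and the inhibitor of apoptosis BIRC3 was among those that rose (FC 2.37, 95% confidence interval 2.02 to 2.78, adjusted p = 0.00028). STX11, a syntaxin of immune cells, rose as well (FC 2.45, adjusted p = 0.00059). Among those that fell were the splicing regulator SFRS12 (FC −3.55, 95% confidence interval −4.42 to −2.84, adjusted p = 0.00027), the transcriptional corepressor BCOR (FC −1.59, adjusted p = 0.024) and the chromatin protein PHF17 (FC −1.65, adjusted p = 0.034). At 24 hpc the ferritin light chain gene FTL rose (FC 4.03, 95% confidence interval 2.24 to 7.26, adjusted p = 0.0092), and DSCC1, a subunit of a clamp loader of DNA replication, fell (FC −5.20, 95% confidence interval −9.97 to −2.71, adjusted p = 0.0077). The lipoprotein receptor gene Lrp8 fell (FC −4.35, adjusted p = 0.0084), as did CHAF1B, a chaperone of newly replicated chromatin (FC −4.01, adjusted p = 0.017). In all, 50 probe sets were differentially expressed at 3 hpc (41 up, 9 down) and 1141 at 24 hpc (461 up, 680 down). Among the 3346 genes that the platform annotation names, with 1 probe set each, 20 and 416 were differentially expressed. In all 3 sows the direction was the same for 50 and 1080 of these probe sets. Leaving out sow 1, sow 2 or sow 3 gave 57, 0 and 16 probe sets at 3 hpc, and 42, 9 and 2097 at 24 hpc. Without the sow as a block the counts were 8 and 0, and with the wells as 45 independent arrays they were 161 and 1287.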

Significant expression changes of 156 and 1250 genes were observed at 3 hpc and at 24 hpc with *E. coli*, respectively. 

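At 3 hpc with *S. aureus*, NRARP, a feedback regulator of Notch signalling, rose (FC 1.58, 95% confidence interval 1.39 to 1.80, adjusted p = 0.022) and SFRS12, a regulator of splicing, fell (FC −2.96, 95% confidence interval −3.69 to −2.37, adjusted p = 0.0022), each in all 3 sows. At 24 hpc the sialyltransferase gene ST8SIA4 and the glucose transporter gene SLC2A12 rose (FC 3.40, adjusted p = 0.015, and FC 3.14, adjusted p = 0.015). PPAP2B, a lipid phosphatase, and the collagen gene Col8a1 rose as well (FC 2.54, adjusted p = 0.020, and FC 2.52, adjusted p = 0.026). The transferrin receptor gene TFRC fell (FC −2.77, 95% confidence interval −4.51 to −1.70, adjusted p = 0.016), together with DTL, a ubiquitin ligase adaptor of DNA replication (FC −2.79, adjusted p = 0.033), and the oxysterol-binding protein gene OSBPL3 (FC −3.44, adjusted p = 0.018). Over all probe sets tested, 3 were differentially expressed at 3 hpc (2 up, 1 down), and 922 at 24 hpc (312 up, 610 down). At 3 hpc 848 probe sets had an unadjusted p under 0.05, where 446 are expected by chance. Leaving out sow 1, sow 2 or sow 3 gave 1, 0 and 0 probe sets at 3 hpc, and 3, 0 and 1904 at 24 hpc. With array medians set equal, 1 probe set was differentially expressed at 3 hpc, the fall of SFRS12, so that the share of up-regulated probe sets moved from 66.7% to 0%, and with 45 independent arrays the counts were 70 and 1100.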

The expressions of 73 and 1073 genes were altered at 3 hpc and at 24 hpc with *S. aureus*, respectively. 

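SFRS12, a regulator of splicing, fell with both pathogens at 3 hpc, with an FC of −2.88, −4.46 and −3.48 in sows 1, 2 and 3 with *E. coli* and of −2.72, −3.05 and −3.13 with *S. aureus*. NRARP of the Notch pathway had an FC of 1.58 with *S. aureus*, and its probe set was up-regulated with *E. coli* as well. Of the 3 probe sets differentially expressed with *S. aureus* at 3 hpc, 3 (100%) were also differentially expressed with *E. coli* in the same direction, where 0.0102 would be shared by chance. Across all probe sets the FC values of both challenges correlated at 0.655 on the log2 scale, and 74.8% had the same sign. Both comparisons use the same control wells, which alone gave a correlation of 0.499 in simulated groups without any change. With control well 1 set against *E. coli* and control well 2 against *S. aureus*, the correlation was 0.392 and the shared count 3. Without sow 1, sow 2 or sow 3 the shared count was between 0 and 1, and with 45 independent arrays it was 41 of 70 probe sets.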

Approximately 50% of the genes which were differentially expressed at 3 hpc with *S. aureus* also differed at 3 hpc with *E. coli* (Figure 3E). But 85% of the genes which were up-regulated at 3 hpc with *E. coli* were not found up-regulated at 3 hpc with *S. aureus* (Figure 3E). 

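Chemokines that attract neutrophils were among the transcripts up-regulated at 3 hpc with *E. coli* and not with *S. aureus*. AMCF-II, the porcine CXCL6, was 7.04-fold higher with *E. coli* than with *S. aureus* in the direct comparison (95% confidence interval 4.64 to 10.7, adjusted p = 0.00092). IL8, listed as CXCL8, was 3.02-fold higher (adjusted p = 0.036), and a further probe set of CXCL2 6.09-fold (adjusted p = 0.0025). Of the 41 probe sets up-regulated with *E. coli*, 95.1% were not up-regulated with *S. aureus*. This share counts thresholds passed in each comparison, and the difference itself was significant for the probe sets named. A total of 1, 0 and 2 of 3 genes still differed between the pathogens without sow 1, sow 2 and sow 3.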

The early response of PMEC to both pathogen species (3 hpc) was followed by a late more intensive host response (24 hpc) as indicated by an 8-fold and 14-fold increase of differentially expressed genes at 24 hpc with *E. coli* and *S. aureus*, respectively (Figures 3A-D). However, the number of shared up- and down-regulated genes was increased up to a maximum of 80% at 24 hpc with both pathogen species (Figure 3F).

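POLE2 and FEN1, genes of DNA replication, were among those that changed late. POLE2, a subunit of DNA polymerase epsilon, fell with FC −2.22 at 24 hpc with *E. coli* in 2 of 3 sows (adjusted p = 0.030) and with FC −2.70 with *S. aureus* (adjusted p = 0.019). The flap endonuclease gene FEN1 fell with FC −2.45 and −2.61 (adjusted p = 0.028 and 0.025). The number of differentially expressed probe sets was 22.8 times as high at 24 hpc as at 3 hpc with *E. coli* and 307 times as high with *S. aureus*, and the second ratio rests on a count of 3. The median absolute log2 FC over all tested probe sets, which does not depend on a threshold, was 0.10 and 0.26 at 3 hpc and 24 hpc with *E. coli*, and 0.11 and 0.25 with *S. aureus*. With 45 independent arrays the ratios were 7.99 and 15.7. The ratio with *E. coli* turned to 0.737 without sow 1 (57 probe sets at 3 hpc and 42 at 24 hpc) and was 131 without sow 3, and with *S. aureus* it was 3 without sow 1 (1 and 3 probe sets). Without sow 2 neither pathogen had a probe set at 3 hpc, and at 24 hpc 9 and 0 were differentially expressed. After sow 1, sow 2 and sow 3 had been left out in turn, 0, 0 and 2 of 2 genes with *E. coli* and 0, 0 and 2 of 2 genes with *S. aureus* stayed differentially expressed.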

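A transcription factor of quiescent cells and a nucleolar protein were among the genes that changed with both pathogens at 24 hpc. KLF9, the transcription factor, rose with FC 2.82 with *E. coli* and 2.82 with *S. aureus* (adjusted p = 0.037 and 0.041). PIK3IP1, an inhibitor of PI3 kinase, rose with FC 2.26 and 2.75 (adjusted p = 0.021 and 0.016). NOP56, the nucleolar protein, which assembles ribosomes, fell with FC −2.41 and −2.36 (adjusted p = 0.0063 and 0.013), and IVL, the cornified envelope protein involucrin, with FC −4.33 and −2.72 (adjusted p = 0.0044 and 0.017). Of 1141 probe sets differentially expressed with *E. coli* and 922 with *S. aureus*, 723 were shared in the same direction (228 up, 495 down), where 62.6 would be shared by chance, and none had opposite directions. Shared probe sets made up 73.1% of the up-regulated and 81.1% of the down-regulated with *S. aureus*, and 49.5% and 72.8% of those with *E. coli*. Across all probe sets the log2 FC values correlated at 0.920, against 0.501 from the shared control alone in simulated groups, and at 0.843 with different control wells for each pathogen, where 615 probe sets were shared. The paper concludes that an early response to both pathogens is followed by a later, more intensive one. Without sow 2 no probe set was shared and without sow 1 the count was 2, whereas it was 1548 without sow 3.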

**Figure 3:**
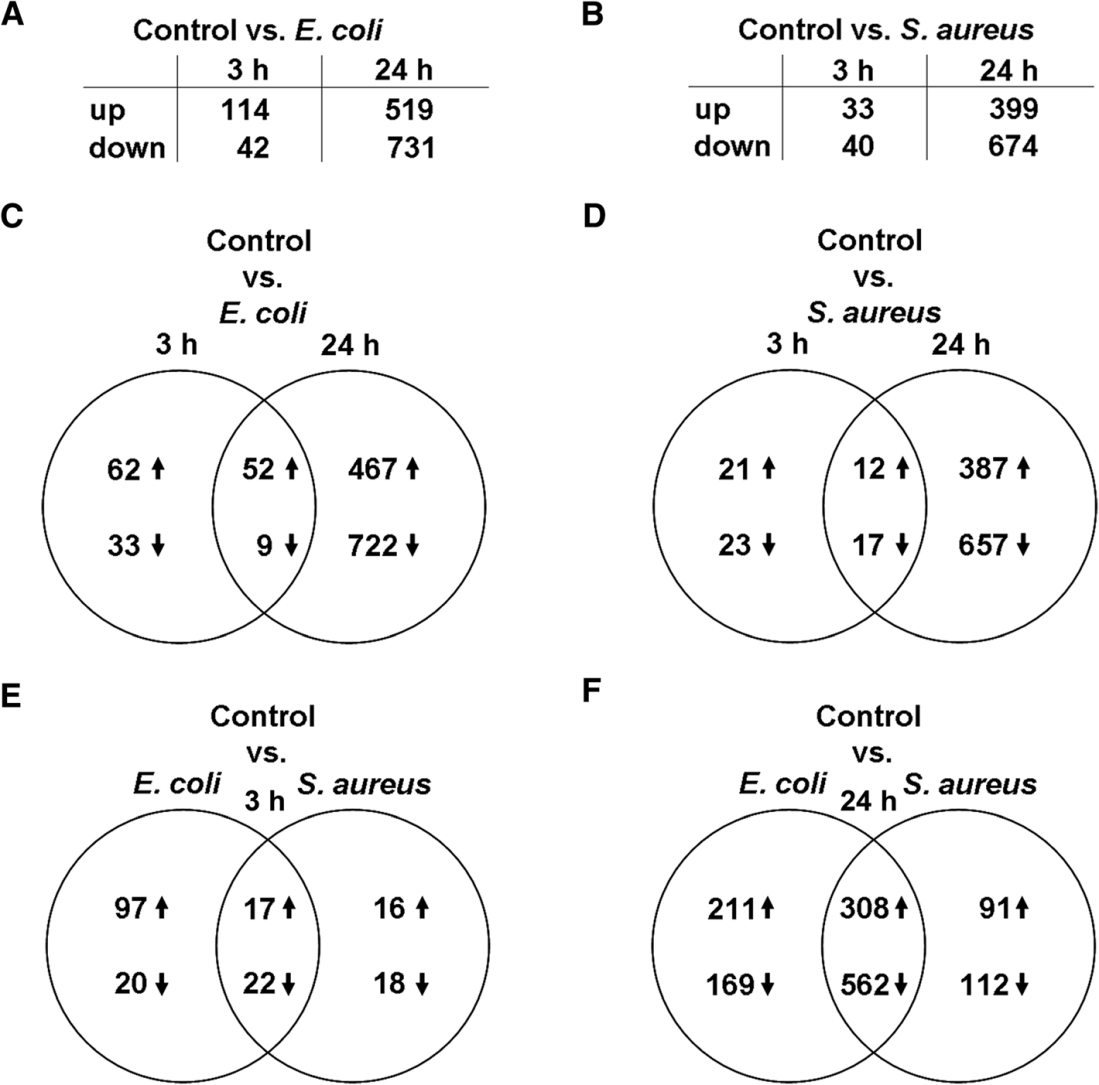
**Significantly differentially expressed genes comparing** ***E. coli*** **-challenged and** ***S. aureus*** **-challenged PMEC.** **(A, B)** More genes were differentially expressed at 24 h than at 3 h after pathogen challenge, and following challenge with *E. coli* than challenge with *S. aureus*. **(C-F)** Venn diagrams showing numbers of differentially expressed genes as a function of time and pathogen stimulus vs. untreated PMEC (control) of three independent biological replicates; *p* < 0.05, q < 0.05, −1.5 > FC > 1.5. The numbers in the intersections represent the genes differentially expressed in the two groups. The early response of PMEC to both pathogen species (3 hpc, **E**) was followed by a late, more intensive host response (24 hpc, **F**).

### Molecular and cellular functions predominantly affected in PMEC by *E. coli* and *S. aureus* are different at 3 h, but similar at 24 h post-challenge

Top five categories of molecular and cellular functions which were affected in PMEC at 3 hpc and at 24 hpc with *E. coli* or *S. aureus* were identified using Ingenuity Pathway Analysis (IPA) software (Table 1). At 3 hpc with *E. coli*, most of the differentially expressed genes in PMEC were categorized by functions comprising “gene expression”, “cellular movement”, “cellular growth and proliferation”, “cellular development”, and “cell death and survival”. Except for the two first named categories, all other molecular and cellular functions are also affected in cells at 24 hpc with *E. coli*. Additionally, at the same time, differentially expressed genes associated with “RNA post-transcriptional modification” and “cell cycle” were affected by challenge with *E. coli*. In contrast, at 3 hpc of PMEC with *S. aureus*, most differentially expressed genes were categorized by functions comprising “small molecule biochemistry”, “drug metabolism”, “lipid metabolism”, “vitamin and mineral metabolism”, and “energy production”. 

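SRSF7 and SRSF6, SR proteins that bind pre-mRNA and guide splicing, fell at 24 hpc with *E. coli*. SRSF7 had an FC of −2.18 (95% confidence interval −3.14 to −1.51, adjusted p = 0.012) and SRSF6 of −3.25 (adjusted p = 0.010). CLK1, a kinase of SR proteins, and CIRBP, a cold-inducible RNA-binding protein, rose (FC 2.43, adjusted p = 0.012, and FC 2.72, adjusted p = 0.0093). Of the 22 measured genes of splicing and RNA processing, 5 rose, 8 fell and 9 did not pass the test, with 5 up and 8 down when adjusted over the list alone. As a group they were not shifted in 1 direction (camera, adjusted p = 0.31), a test in which rises and falls cancel. Over all 3346 genes that the platform annotation names, 148 rose and 268 fell. Whether the list held a larger share of changed genes was not tested. Of the 18 genes of mitosis, none rose and 4 fell (4 when adjusted over the list alone), among them AURKB, a kinase of chromosome segregation (FC −1.63, adjusted p = 0.049, lower in 2 of 3 sows), and CKS2, a subunit of cyclin-dependent kinases (FC −1.58, adjusted p = 0.023). The mitosis list was lower than other genes (camera, adjusted p = 0.012; adjusted p = 0.48 with an estimated correlation). Leaving out sow 1, sow 2 and sow 3 in turn, 0, 0 and 6 of 6 genes stayed differentially expressed. IPA was not repeated.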

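The lists of xenobiotic metabolism, cholesterol synthesis, glycolysis and milk synthesis did not differ from other genes at 3 hpc with *S. aureus* (camera). Of the 6 measured genes of the aryl hydrocarbon receptor and xenobiotic metabolism, none passed the test over all probe sets and 1, CYP1A1, was higher when adjusted over the list alone (camera for the list, adjusted p = 0.28), and CYP1B1, without a symbol in the platform annotation, is outside this list. For the 13 genes of cholesterol synthesis and uptake, such as SQLE and FDFT1, none passed in either way (camera, adjusted p = 0.52). For the 8 genes of glycolysis and hypoxia the median log2 FC was −0.01 (camera, adjusted p = 0.51), and for the 10 genes of milk proteins and milk fat synthesis it was 0.13 (adjusted p = 0.28). Of 27 lists, 2 were lower at this time and none was higher. These were the immediate early and growth factor feedback genes (adjusted p = 2.1e-08; adjusted p = 0.031 with an estimated correlation) and DNA replication (adjusted p = 0.00022; adjusted p = 0.59 with an estimated correlation).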

Genes belonging to these functional categories were also affected at 3 hpc with *E. coli*, but were not predominantly involved in the early response of PMEC to this pathogen as well as in the late response of cells (24 hpc) to both *E. coli* and *S. aureus*.

**Table 1:** **Molecular and cellular functions affected in PMEC by pathogen challenge**

**3 h** ***E. coli-*** **challenged vs. unchallenged control cells**	***p*** **-value**	**#Molecules**
Gene Expression	1.72E-14 - 1.71E-04	46
Cellular Growth and Proliferation	3.56E-14 - 3.13E-04	55
Cellular Development	1.46E-13 - 3.95E-04	52
Cell Death and Survival	1.29E-11 - 3.95E-04	50
Cellular movement	4.13E-11 - 3.95E-04	40
**3 h** ***S. aureus-*** **challenged vs. unchallenged control cells**	***p*** **-value**	**#Molecules**
Small Molecule Biochemistry	4.30E-08 - 4.53E-03	14
Drug Metabolism	2.15E-07 - 4.53E-03	8
Lipid Metabolism	2.15E-07 - 4.53E-03	11
Vitamin and Mineral Metabolism	2.15E-07 - 3.39E-03	4
Energy Production	8.97E-07 - 2.27E-03	4
**24 h** ***E. coli-*** **challenged vs. unchallenged control cells**	***p*** **-value**	**#Molecules**
Cellular Growth and Proliferation	1.46E-15 - 5.35E-03	255
RNA Post-Transcriptional Modification	3.21E-14 - 4.88E-03	53
Cell Cycle	1.46E-12 - 4.88E-03	115
Cell Death and Survival	7.44E-10 - 5.09E-03	226
Cellular Development	4.90E-08 - 5.35E-03	219
**24 h** ***S. aureus-*** **challenged vs. unchallenged control cells**	***p*** **-value**	**#Molecules**
RNA Post-Transcriptional Modification	9.24E-15 - 1.62E-02	42
Cell Cycle	8.61E-10 - 1.62E-02	95
Cellular Growth and Proliferation	8.88E-10 - 1.37E-02	202
Cell Death and Survival	4.29E-08 - 1.62E-02	187
Gene Expression	3.25E-07 - 6.69E-03	156

Top five categories of molecular and cellular functions affected in PMEC at 3 h and at 24 h post-challenge with *E. coli* and *S. aureus*, respectively, compared with unchallenged control cells with their respective *p*-value and number of molecules included in each class obtained from IPA software.

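Some genes of nuclear RNA-binding proteins rose and others fell at 24 hpc with *S. aureus*. LUC7L3, a factor of splice site choice, rose (FC 2.16, 95% confidence interval 1.52 to 3.07, adjusted p = 0.015), as did CLK1 (FC 2.39, adjusted p = 0.016) and CIRBP (FC 2.84, adjusted p = 0.013), whereas SRSF6 fell (FC −2.26, adjusted p = 0.012). Of the 22 measured genes of splicing and RNA processing, 5 rose and 7 fell (5 and 7 when adjusted over the list alone). The group had no shift in 1 direction (camera, adjusted p = 0.33), a test in which rises and falls cancel. RRM2, the regulatory subunit of ribonucleotide reductase, fell (FC −1.93, 95% confidence interval −2.74 to −1.36, adjusted p = 0.019), and so did the nucleolar genes NOP58 (FC −1.99, adjusted p = 0.015) and PPAN (FC −2.09, adjusted p = 0.016). In the direct comparison of the pathogens at 24 hpc, no probe set of any of these genes differed. Of the 18 genes of mitosis, 1 fell (1 when adjusted over the list alone), none rose, and the list did not differ from other genes (camera, adjusted p = 0.18). When sow 1, sow 2 and sow 3 were left out in turn, 0, 0 and 7 of 7 genes stayed differentially expressed.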

Similar late response effects in terms of most affected with molecular and cellular functions comprising “RNA post-transcriptional modification”, “cell cycle”, “cellular growth and proliferation” and “cell death and survival” were apparent in PMEC at 24 hpc with *E. coli* and *S. aureus*, respectively, compared with unchallenged control cells. In contrast, differentially expressed genes associated with “cellular development” or “gene expression” were most affected by long-term challenge (24 h) with *E. coli* and *S. aureus*, respectively. Overall, PMEC are more responsive to the challenge with *E. coli* than *S. aureus* as early as 3 hpc and as late as 24 hpc in term of the number of differentially expressed genes involved in molecular and cellular functions (243 vs 41 at 3 hpc; 868 vs 682 at 24 hpc, see also Table 1).

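Groups of inflammatory genes were higher with *E. coli* than with *S. aureus* at both time points. At 3 hpc the 11 measured cytokines and chemokines were higher as a group (camera, adjusted p = 3.9e-16; adjusted p = 0.0053 with an estimated correlation), with 3 members higher (5 when adjusted over the list alone), and CXCL1, CXCL3 and CXCL6 are not members of this list as measured. The immediate early genes, transcription factors and feedback regulators such as FOS and DUSP6, were higher with *E. coli* by a median log2 FC of 0.31 (adjusted p = 3.7e-10, and 0.0062 with an estimated correlation), though no single member passed over all probe sets. When adjusted over the list alone, 3 of its members were higher. Against the control this list was not shifted at 3 hpc with *E. coli* (camera, adjusted p = 0.83). It was lower with *S. aureus* (camera, adjusted p = 2.1e-08), so the difference came from a fall with *S. aureus* and not from a rise with *E. coli*. At 24 hpc the 23 interferon-stimulated genes were higher (adjusted p = 2.8e-31; adjusted p = 0.0077 with an estimated correlation), with 2 members higher (11 when adjusted over the list alone). The 10 antimicrobial and acute phase genes were higher too (adjusted p = 1.1e-06; adjusted p = 0.034 with an estimated correlation). Of 27 lists, 8 were higher with *E. coli* at 3 hpc and 7 at 24 hpc, of all differing lists 4 and 4 with an estimated correlation. The mitosis list was lower with *E. coli* at both times (adjusted p = 0.029 and 0.047; adjusted p = 0.77 and 0.76 with an estimated correlation). The paper concludes that PMEC respond more to *E. coli* than to *S. aureus*, early and late, from numbers of genes in functional categories.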

### Genes of different canonical pathways are involved in response of PMEC to pathogen challenge dependent on pathogen species and incubation time

At 3 hpc, IPA analysis identified 250 canonical pathways affected by the challenge with *E. coli* compared to 170 pathways by *S. aureus*. After long-term challenge (24 h) of PMEC with *E. coli* or *S. aureus* 295 and 267 canonical pathways were affected, respectively.

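CXCL6 and CXCL1, chemokines that recruit neutrophils, had the highest FC at 3 hpc with *E. coli*. CXCL6 rose with FC 6.68 (95% confidence interval 4.40 to 10.2, adjusted p = 0.00059) and CXCL1 with FC 6.27 (95% confidence interval 3.80 to 10.3, adjusted p = 0.0025). The related CXCL2 and CXCL3 rose with FC 2.06 and 2.66 (adjusted p = 0.00055 and 0.00055), the cytokine gene IL1A with FC 3.83 (adjusted p = 0.00059), and ICAM1, an adhesion molecule for leukocytes, with FC 2.67 (adjusted p = 0.0017). The type I interferon receptor genes IFNAR1 and IFNAR2 rose with FC 1.57 and 2.99 (adjusted p = 0.038 and 0.011). CCL2, a chemokine for monocytes, had an FC of 2.61 and did not pass the test (adjusted p = 0.086). The same held for the adhesion genes VCAM1 (FC 2.79, adjusted p = 0.26) and ITGB3 (FC 1.62, adjusted p = 0.37) and for the interferon-induced genes IFIT1 (FC 1.61, adjusted p = 0.18) and IFIT3 (FC 1.77, adjusted p = 0.34), although each was higher than the control in all 3 sows. Other probe sets of IFIT1 had an FC of 1.65 and −1.03 (adjusted p = 0.36 and 0.99). Of the 11 measured cytokines and chemokines, 3 rose and none fell (5 rose when adjusted over the list alone), and the group was higher than other genes (camera, adjusted p = 6.1e-07; adjusted p = 0.036 with an estimated correlation). Of the 9 genes of interferon receptors and signalling, 2 rose (3 when adjusted over the list alone), and the group was higher (adjusted p = 0.00091; adjusted p = 0.036 with an estimated correlation). CXCL6, CXCL1 and CXCL3 are outside the 11, because the platform annotation gives them another symbol or none. The paper chose these genes on the same arrays, so their count is not independent evidence of a direction. With the omission of sow 1, sow 2 and sow 3 in turn, 7, 0 and 6 of 8 genes stayed differentially expressed.

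**Figure D2:**
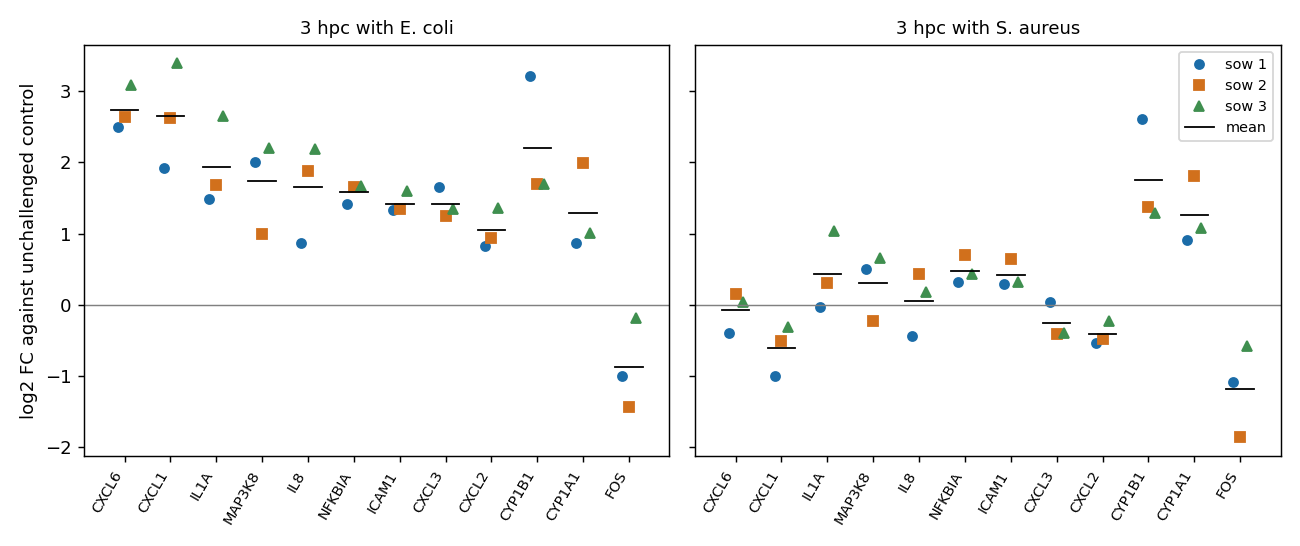
Log2 change against the unchallenged control of the same sow for genes of the early response, with a symbol for each sow. The changes of CXCL6 and CXCL1 with *E. coli* lie above 0 in all 3 sows.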

The most prominent genes which were significantly up-regulated in PMEC at 3 hpc with *E. coli* encode pro-inflammatory cytokines and chemokines (chemokine (C-C motif) ligand 2, CCL2; chemokine (C-X-C motif) ligands CXCL1, CXCL2, CXCL3, and CXCL6; interleukin 1 alpha, IL1A), cell adhesion proteins (vascular cell adhesion molecule 1, VCAM1; intercellular adhesion molecule, ICAM1; integrin beta 3, ITGB3), and interferon signaling proteins (interferon-induced protein with tetratricopeptide repeats, IFIT1 and IFIT3; interferon receptors, IFNAR1 and IFNAR2) responsible for pathogen recognition by granulocytes and the first line of host defense against bacterial infection (Table 2).

**Table 2:** **Up-regulated canonical pathways in PMEC at 3 hpc**

***E. coli-*** **challenged vs. unchallenged control cells**	
**Canonical pathway (Genes involved in pathway)**	***p*** **-value**
Granulocyte Adhesion and Diapedesis(*CXCL3*,*IL1A*,*VCAM1*,*ICAM1*,*CCL2*,*CLDN1*,*CXCL1*,*CXCL2*,*IL1RAP*,*CXCL6*,*ITGB3*)	8.52E-11
Interferon Signaling(*IFIT3*,*IFIT1*,*JAK2*,*IFNAR2*,*IFNAR1*,*IRF1*)	4.11E-09
Agranulocyte Adhesion and Diapedesis(*CXCL3*,*IL1A*,*VCAM1*,*ICAM1*,*CCL2*,*CLDN1*,*CXCL1*,*CXCL2*,*CXCL6*)	4.92E-08
Hepatic Fibrosis/Hepatic Stellate Cell Activation(*CXCL3*,*IL1A*,*VCAM1*,*ICAM1*,*CCL2*,*IFNAR2*,*IL1RAP*,*IFNAR1*)	8.20E-08
Role of IL-17A in arthritis(*CXCL3*,*NFKBIA*,*CCL2*,*CXCL1*,*CXCL6*)	2.43E-06
***S. aureus-*** **challenged vs. unchallenged control cells**	
**Canonical pathway (Genes involved in pathway)**	***p*** **-value**
Bupropion Degradation	3.44E-06
Acetone Degradation I (to Methylglyoxal)	3.86E-06
Estrogen Biosynthesis	1.11E-05
Nicotine Degradation III	2.87E-05
Melatonin Degradation I(*CYP1A1*,*CYP3A4*,*CYP1B1 are involved in all five canonical pathways*)	3.39E-05

Top five categories of up-regulated canonical pathways in PMEC at 3 hpc with *E. coli* and *S. aureus*, respectively, compared with unchallenged control cells with their respective *p-*value and genes involved in each pathway obtained from IPA software.

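CYP1A1 and CYP1B1 encode monooxygenases that are induced through the aryl hydrocarbon receptor. At 3 hpc with *S. aureus*, CYP1B1 had the highest FC of the cytochrome P450 genes, 3.38 (95% confidence interval 1.75 to 6.49, adjusted p = 0.22), with 6.10, 2.58 and 2.45 in sows 1, 2 and 3. CYP1A1 had an FC of 2.40 (95% confidence interval 1.68 to 3.42, adjusted p = 0.14), with 1.87, 3.49 and 2.11 in the 3 sows. Both were higher than the control in every sow but did not pass the test. CYP3A4, a monooxygenase of drug and steroid metabolism, had an FC of −1.01 (95% confidence interval −1.42 to 1.39, adjusted p = 0.99). The probe set that the paper lists as CYP3A4, which the platform annotation gives to CYP3A29, had an FC of 1.53 (adjusted p = 0.48). With the 45 wells taken as independent arrays, CYP1A1, CYP1B1 and the listed probe set of CYP3A4 were differentially expressed.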

Consistent with the up-regulation of the metabolism and degradation of various substrates (bupropion, acetone, nicotine, and melatonin) and estrogen biosynthesis in PMEC at 3 hpc with *S. aureus*, the most represented up-regulated genes involved in these canonical pathways are *cytochrome P450, family 1, subfamily A, polypeptide 1* (*CYP1A1*), *CYP3A4* and *CYP1B1* encoding monooxygenases (Table 2).

Furthermore, most of the significantly up-regulated canonical pathways, which were identified in PMEC at 3 hpc with *E. coli* were also up-regulated at 24 hpc with *E. coli* (Tables 2 and 3). For example, “interferon signalling” was also one of the top up-regulated canonical pathways in PMEC at 24 hpc with *S. aureus* (Table 3).

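Part of the early response to *E. coli* was present at 24 hpc as well. CXCL6 was still raised with FC 4.79, CXCL3 with FC 2.81 and CXCL1 with FC 2.35 (adjusted p = 0.0022, 0.00040 and 0.021). ICAM1 had an FC of 2.32 (adjusted p = 0.0033) and BIRC3, an inhibitor of apoptosis, of 2.79 (adjusted p = 6.5e-05). The adhesion genes VCAM1 and ITGB3 rose with FC 3.40 and 1.72 (adjusted p = 0.021 and 0.040). Of the 11 measured cytokines and chemokines, 4 rose and 1 fell at 24 hpc with *E. coli*. As a group they did not differ from other genes (camera, adjusted p = 0.15, and 0.47 with an estimated correlation). CXCL6, CXCL3 and CXCL1 are outside this list. Of the 50 probe sets differentially expressed at 3 hpc, 23 were so at 24 hpc in the same direction, 22 of them up. Independent lists would share 2.81 by chance, but both comparisons use the same control wells, and no count from these alone was computed. Another 3 had changed direction. CYP1B1, raised at 3 hpc (4.61-fold, adjusted p = 0.043), was among these 3. In fits without sow 1, sow 2 and sow 3, 5, 1 and 6 of 7 genes stayed differentially expressed.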

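IFIT1 and IFIT3, interferon-induced proteins that bind foreign RNA, rose at 24 hpc with *S. aureus*. IFIT1 had an FC of 1.92 (95% confidence interval 1.43 to 2.57, adjusted p = 0.015) and IFIT3 of 1.86 (95% confidence interval 1.19 to 2.91, adjusted p = 0.042). In sows 1, 2 and 3 the FC was 2.14, 1.60 and 2.04 for IFIT1 and 1.01, 3.37 and 1.91 for IFIT3, so that IFIT3 was close to the control in sow 1. The other genes of the pathway in Table 3 did not all follow. TYK2, a kinase of the interferon receptor, had an FC of 1.13 (adjusted p = 0.11) and of −1.79 on the probe set that the paper lists (adjusted p = 0.053), and PTPN2, a phosphatase of that pathway, fell (FC −2.01, adjusted p = 0.013). Of the 23 interferon-stimulated genes measured, 3 rose and 0 fell (2 and 0 when adjusted over the list alone), and the group did not differ from other genes (camera, adjusted p = 0.20). The nuclear body protein SP110 was another of those that rose (FC 1.87, adjusted p = 0.022). A total of 0, 0 and 3 of 4 genes stayed differentially expressed without sow 1, sow 2 and sow 3.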

**Table 3:** **Up-regulated canonical pathways in PMEC at 24 hpc**

***E. coli-*** **challenged vs. unchallenged control cells**	
**Canonical pathway (Genes involved in pathway)**	***p*** **-value**
Interferon Signaling(*IFIT3*,*IFIT1*,*PTPN2*,*MX1*,*TYK2*,*JAK2*,*STAT1*,*TAP1*,*IRF1*)	1.31E-06
Hepatic Fibrosis/Hepatic Stellate Cell Activation(*CXCL3*,*VCAM1*,*IL1A*,*CTGF*,*CCL2*,*ICAM1*,*FGF2*,*IGFBP3*,*TGFA*, *IGF1R*,*FGFR2*,*STAT1*,*FAS*,*COL3A1*)	4.17E-06
Granulocyte Adhesion and Diapedesis(*HRH1*,*CXCL3*,*VCAM1*,*IL1A*,*MMP7*,*ICAM1*,*SDC1*,*CLDN8*, *CCL2*,*CLDN1*,*CCL28*,C*XCL1*,*CXCL2*,*CXCL6*,*ITGB3*)	7.71E-06
Agranulocyte Adhesion and Diapedesis(*CXCL3*,*HRH1*,*VCAM1*,*IL1A*,*MMP7*,*ICAM1*,*CLDN8*,*CCL2*,*CLDN1*,*CCL28*,*CXCL1*,*CXCL2*,*CXCL6*)	6.97E-05
HMGB1 Signaling(*MAP2K6*,*PIK3R3*,*FOS*,*IL1A*,*VCAM1*,*ICAM1*,*RHOQ*,*CCL2*,*DIRAS3*,*FNBP1*,*KAT6B)*	1.75E-04
***S. aureus-*** **challenged vs. unchallenged control cells**	
**Canonical pathway (Genes involved in pathway)**	***p*** **-value**
Interferon Signaling(*IFIT3*,*IFIT1*,*PTPN2*,*TYK2*,*JAK2*,*BCL2*)	8.94E-04
Growth Hormone Signaling(*PIK3R3*,*FOS*,*SOCS6*,*IGF1R*,*IGFBP3*,*RPS6KA5*,*SOCS4*,*JAK2*,*PRKCZ*,*PRKD1*)	1.89E-03
Hepatic Fibrosis/Hepatic Stellate Cell Activation(*VCAM1*,*CTGF*,*IGF1R*,*IGFBP3*,*FGFR2*,*SERPINE1*,*COL3A1*,*BCL2*)	2.09E-03
Thrombopoietin Signaling(*PIK3R3*,*FOS*,*IRS2*,*JAK2*,*PRKCZ*,*PRKD1*)	5.34E-03
IGF-1 Signaling(*PIK3R3*,*FOS*,*YWHAG*,*CTGF*,*SOCS6*,*IGF1R*,*IGFBP3*,*IRS2*,*SOCS4*,*JAK2*,*PRKCZ*)	7.80E-03

Top five categories of up-regulated canonical pathways in PMEC at 24 hpc with *E. coli* and *S. aureus*, respectively, compared with unchallenged control cells with their respective *p*-value and genes involved in each pathway obtained from IPA software.

In addition, at 24 hpc of PMEC with *E. coli* genes involved in inflammatory response signaling pathways such as “HMGB1 signaling” were significantly up-regulated, and at 24 hpc with *S. aureus* genes regulating cell growth, proliferation, apoptosis and activation of natural killer cells were significantly up-regulated (Table 3).

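Of the genes that the paper places in HMGB1 signalling, the kinase gene MAP2K6 rose at 24 hpc with *E. coli* (FC 2.50, 95% confidence interval 1.86 to 3.35, adjusted p = 0.0040). IL1A and FNBP1, a formin-binding protein, rose as well (FC 1.63, adjusted p = 0.024, and FC 1.62, adjusted p = 0.0059). CCL2 and the GTPase gene RHOQ did not pass both thresholds (FC 1.61, adjusted p = 0.11, and FC 1.30, adjusted p = 0.024), whereas the probe set of RHOQ that the paper lists rose (FC 1.63, adjusted p = 0.0073). The PI3 kinase subunit gene PIK3R3 and the small GTPase gene DIRAS3 fell (FC −2.53, adjusted p = 0.037, and FC −1.61, adjusted p = 0.015). With *S. aureus*, some genes of the pathways in Table 3 rose and others fell, and no list of growth signalling was tested. Among those that rose were the receptor genes IGF1R (FC 1.83, adjusted p = 0.032, higher in 2 of 3 sows) and FGFR2 (FC 1.75, adjusted p = 0.018). The insulin receptor substrate gene IRS2 (FC 1.54, adjusted p = 0.016) and the kinase genes PRKCZ and PRKD1 rose as well (FC 1.65, adjusted p = 0.020, and FC 1.66, adjusted p = 0.024). CTGF, a connective tissue growth factor, rose too (FC 1.65, adjusted p = 0.038). SOCS4 and SOCS6, suppressors of cytokine signalling, and IGFBP3, a binding protein of insulin-like growth factor, fell (FC −2.30, adjusted p = 0.014, FC −2.10, adjusted p = 0.014, and FC −2.28, adjusted p = 0.013). FOS, of the same pathways and not counted below, was lower too with *S. aureus* (log2 FC −1.52). The genes of these pathways were chosen by the paper on the same arrays, and their count is not independent evidence. After sow 1, sow 2 and sow 3 had been left out in turn, 0, 0 and 4 of 6 genes with *E. coli* and 0, 0 and 9 of 9 genes with *S. aureus* stayed differentially expressed.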

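JUN, a subunit of the transcription factor AP-1, fell at 3 hpc with *E. coli* (FC −1.53, 95% confidence interval −1.80 to −1.29, adjusted p = 0.034), in all 3 sows. FOS, its partner in AP-1, had an FC of −1.84 (95% confidence interval −2.51 to −1.35, adjusted p = 0.090), with −2.01, −2.71 and −1.14 in sows 1, 2 and 3, and did not pass the test. The immediate early transcription factor gene EGR1 had an FC of −1.81 (adjusted p = 0.42) and VAV3, a nucleotide exchange factor, of −1.68 (adjusted p = 0.47). The growth factor genes BMP4 and BMP2 had an FC of −1.51 and of 1.59 (adjusted p = 0.44 and 0.34). For BMP2 the level was higher than in the control in all 3 sows, and SOSTDC1, an antagonist of BMP, had an FC of −1.93 (adjusted p = 0.56). Of the 22 measured genes of extracellular matrix and TGF-beta targets, 0 rose and 0 fell (camera, adjusted p = 0.51). The fall of JUN no longer passed without sow 1, sow 2 or sow 3.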

Genes encoding growth factors (bone morphogenic protein 2, BMP2 and BMP4) as well as different transcription factors (FBJ murine osteosarcoma viral oncogene homolog, FOS; jun proto-oncogene, JUN; vav3 guanine nucleotide exchange factor, VAV3; early growth response 1, EGR1) involved in BMP, IL-2 and TGF-beta signaling pathways are significantly down-regulated at 3 hpc with *E. coli* (Table 4). “Differential regulation of cytokine production in macrophages and T helper cells by IL-17A and IL-17 F” and “MIF regulation of innate immunity” are some of the top five significantly down-regulated canonical pathways, critically involved in early response (3 hpc) of PMEC to challenge with *S. aureus* and which are different from early response (3 hpc) of the cells to *E. coli* (Table 4). The most prominent down-regulated genes, which are involved in almost all of these pathways, encode transcription factor FOS and the cytokines colony stimulating factor 2 (CSF2) and CXCL1.

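FOS, a subunit of AP-1, had an FC of −2.27 at 3 hpc with *S. aureus* (95% confidence interval −3.09 to −1.66, adjusted p = 0.14), with −2.14, −3.65 and −1.49 in sows 1, 2 and 3. CSF2, the granulocyte-macrophage colony stimulating factor, had an FC of −1.59 (95% confidence interval −2.34 to −1.08, adjusted p = 0.42), with −2.08, −1.34 and −1.45. For the chemokine gene CXCL1 the FC was −1.52 (95% confidence interval −2.51 to 1.08, adjusted p = 0.60), with −2.01, −1.42 and −1.24. All were lower than the control in every sow, and none passed the test over all probe sets. The 11 measured cytokines and chemokines did not differ from other genes (camera, adjusted p = 0.28), and no member passed over all probe sets or adjusted over the list alone; CXCL1 is outside this list.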

**Table 4:** **Down-regulated canonical pathways in PMEC at 3 hpc**

***E. coli-*** **challenged vs. unchallenged control cells**	
**Canonical pathway (Genes involved in pathway)**	***p*** **-value**
BMP signaling pathway(*SOSTDC1*,*JUN*,*BMP4*,*BMP2*)	1.27E-04
Regulation of IL-2 Expression in Activated and AnergicT Lymphocytes(*FOS*,*JUN*,*NFKBIA*,*VAV3*)	1.55E-04
TGF-b Signaling(*FOS*,*JUN*,*BMP4*,*BMP2*)	1.79E-04
T Cell Receptor Signaling(*FOS*,*JUN*,*NFKBIA*,*VAV3*)	2.84E-04
PKCq Signaling in T Lymphocytes(*FOS*,*JUN*,*NFKBIA*,*VAV3*,*MAP3K8*)	4.80E-04
***S. aureus-*** **challenged vs. unchallenged control cells**	
**Canonical pathway (Genes involved in pathway)**	***p*** **-value**
Differential Regulation of Cytokine Production inMacrophages and T Helper Cells by IL-17A and IL-17 F(*CXCL1*,*CSF2*)	1.75E-04
Role of Tissue Factor in Cancer(*EGR1*,*CXCL1*,*JAK2*,*CSF2*)	2.35E-04
Differential Regulation of Cytokine Production inIntestinal Epithelial Cells by IL-17A and IL-17 F (*CXCL1*,*CSF2*)	2.88E-04
IL-17A Signaling in Gastric Cells(*FOS*,*CXCL1*)	3.42E-04
MIF Regulation of Innate Immunity(*FOS*,*PTGS2*)	9.24E-04

Top five categories of down-regulated canonical pathways in PMEC at 3 hpc with *E. coli* and *S. aureus*, respectively, compared with unchallenged control cells with their respective p-value and genes involved in each pathway obtained from IPA software.

Canonical pathways regulating cell cycle and protein ubiquitination are some of the top five significantly down-regulated canonical pathways, which were mostly affected in PMEC at 24 hpc with *E. coli* as well as at 24 hpc with *S. aureus* (Table 5). 

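CCNE1 and E2F1, which drive entry into S phase, fell at 24 hpc with both pathogens. The cyclin gene CCNE1 fell with FC −2.16 with *E. coli* and −2.02 with *S. aureus* (adjusted p = 0.021 and 0.030), and the transcription factor gene E2F1 with FC −1.80 and −1.71 (adjusted p = 0.027 and 0.039). UBE2N, a ubiquitin-conjugating enzyme, fell with FC −1.55 and −1.52 (adjusted p = 0.017 and 0.023). Of the 22 measured genes of DNA replication, 7 fell with *E. coli* and 6 with *S. aureus* (8 and 7 when adjusted over the list alone) and none rose; CCNE1 and E2F1, named by the paper alone, are not among them. The group was lower than other genes with both (camera, adjusted p = 0.012 and 0.0054; adjusted p = 0.48 and 0.65 with an estimated correlation). Its mean log2 change with *E. coli* was −1.02 in sow 1, −0.39 in sow 2 and 0.03 in sow 3. Of the 9 genes of the ubiquitin pathway, 1 rose and 2 fell with *E. coli*, and 0 rose and 2 fell with *S. aureus* (1 up and 2 down with *E. coli*, and 0 up and 2 down with *S. aureus*, when adjusted over the list alone), without a shift of the group (camera, adjusted p = 0.21 and 0.13), and UBE2N is outside this list. USP28, a deubiquitinating enzyme and the member that rose, and PSMB9, a subunit of the immunoproteasome outside this list, are both in Table 5 and rose with *E. coli* (FC 1.52, adjusted p = 0.021, and FC 1.64, adjusted p = 0.028). When sow 1, sow 2 and sow 3 were left out in turn, 0, 0 and 4 of 5 genes with *E. coli* and 0, 0 and 3 of 3 genes with *S. aureus* stayed differentially expressed.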

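DNAJC9, a co-chaperone of the Hsp40 family that binds histones, fell at 24 hpc with FC −2.35 with *E. coli* and −2.69 with *S. aureus* (adjusted p = 0.0072 and 0.011). DNAJA1 fell with FC −1.84 and −1.88, DNAJC11 with −1.77 and −1.59, and HSPH1, an exchange factor of Hsp70, with −1.84 and −1.81. HSPA1A, the inducible Hsp70, fell with FC −1.77 and −1.85 (adjusted p = 0.017 and 0.018). HSPA6 and HSPA1B fell with *S. aureus* (FC −1.97, adjusted p = 0.031, and FC −1.67, adjusted p = 0.015) and did not pass both thresholds with *E. coli* (FC −1.72, adjusted p = 0.057, and FC −1.48, adjusted p = 0.021). CDC23, a subunit of the anaphase-promoting complex, fell with FC −1.77 and −1.88. The ubiquitin-conjugating enzymes UBE2S and UBE2R2 and the deubiquitinating enzymes USP34 and USP46 fell with FC −1.73, −1.53, −1.95 and −1.61 with *E. coli*, and with FC −1.57, −1.56, −2.03 and −1.77 with *S. aureus*. Of the 21 measured chaperones, 5 fell with *E. coli* and 6 with *S. aureus* (7 and 7 when adjusted over the list alone), none rose, and the group was lower with both (camera, adjusted p = 0.00026 and 0.00041; adjusted p = 0.47 and 0.65 with an estimated correlation). HSPA1A and HSPA1B are outside this list as measured. A further probe set that the paper names DNAJA1 fell with FC −2.73 and −2.85 (adjusted p = 0.010 and 0.014), whereas another probe set of DNAJA1 had a log2 FC of 0.02 with *E. coli*. With the omission of sow 1, sow 2 and sow 3 in turn, 0, 0 and 11 of 11 probe sets with *E. coli* and 0, 0 and 13 of 13 probe sets with *S. aureus* stayed differentially expressed.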

Genes involved in these pathways encode heat shock proteins (DnaJ (Hsp40) homolog, subfamily C, member 9, DNAJC9; DNAJC11; DnaJ (Hsp40) homolog, subfamily A, member 1, DNAJA1; heat shock 70 kDa protein 1A/1B, HSPA1A/HSPA1B; heat shock 70 kDa protein 6, HSPA6; heat shock 105 kDa/110 kDa protein 1, HSPH1), cell cycle and cell growth regulating proteins (cell division cycle 23, CDC23; ubiquitin-conjugating enzyme E2S, UBE2S; ubiquitin-conjugating enzyme E2R2, UBE2R2) and ubiquitin specific peptidases (USP34, USP46) (Table 5).

**Table 5:** **Down-regulated canonical pathways in PMEC at 24 hpc**

***E. coli-*** **challenged vs. unchallenged control cells**	
**Canonical pathway (Genes involved in pathway)**	***p*** **-value**
Estrogen-mediated S-phase Entry(*CCNA2,E2F4,CCNE1,TFDP1,E2F1,CDK2*)	1.84E-05
Protein Ubiquitination Pathway(*USP28*,*PSMB9*,*DNAJC9*,*MED20*,*HSPA1A/HSPA1B*,*HSPH1*,*UBE2N*,*UBE2R2*,*HSPA6*,*CDC23*,*UBE2S*,*DNAJA1*,*HSPA5*,*TAP1*,*DNAJC11*,*USP31*,*USP3*,*PSMD12*,*USP46*,*USP34*,*BIRC*)	5.29E-04
Adenine and Adenosine Salvage I(*PNP*)	5.89E-04
Phosphatidylglycerol Biosynthesis II (Non-plastidic)(*GPAM*,*ABHD5*,*PTPMT1*,*MBOAT2*)	6.36E-04
Cell Cycle: G1/S Checkpoint Regulation(*E2F4*,*CCNE1*,*CCND2*,*TFDP1*,*E2F1*,*GNL3*,*CDK2*)	7.40E-04
***S. aureus-*** **challenged vs. unchallenged control cells**	
**Canonical pathway (Genes involved in pathway)**	***p*** **-value**
Phosphatidylglycerol Biosynthesis II (Non-plastidic)(*GPAM*,*ABHD5*,*PTPMT1*,*MBOAT2*)	4.27E-04
Protein Ubiquitination Pathway(*DNAJC9*,*HSPA1A/HSPA1B*,*HSPH1*,*UBE2N*,*UBE2R2*,*HSPA6*,*DNAJC25*,*CDC23*,*UBE2S*,*DNAJA1*,*HSPA5*,*DNAJC11*,*PSMD12*,*USP46*,*USP34*)	5.14E-04
Aldosterone Signaling in Epithelial Cells(*ICMT*,*DNAJC9*,*HSPA1A/HSPA1B*,*HSPH1*,*HSPA6*,*DNAJC25*,*DNAJA1*,*HSPA5*,*PRKCZ*,*DNAJC11*,*PIK3R3*,*SCNN1G*,*PRKD1*)	5.21E-04
Estrogen-mediated S-phase Entry(*E2F4*,*CCNE1*,*TFDP1*,*E2F1*)	1.69E-03
Vitamin-C Transport(*SLC2A1*,*TXN*,*TXNRD1*)	3.15E-03

Top five categories of down-regulated canonical pathways in PMEC at 24 hpc with *E. coli* and *S. aureus*, respectively, compared with unchallenged control cells with their respective *p*-value and genes involved in each pathway obtained from IPA software.

“iNOS signalling” is one of the top five shared canonical pathways, which was affected at 3 hpc with *E. coli* and *S. aureus*, respectively (data not shown), indicating the production of radical effectors of the innate immune system to eliminate invading pathogens. The top five shared canonical pathways, which were affected at 24 hpc with the respective pathogens, include Janus kinase 2 (JAK2), insulin-like growth factor 1 (IGF-1) and signal transducer and activator of transcription 3 (STAT3) signaling indicating the activation of cytokine-mediated immune response and regulatory effects on cell proliferation, apoptosis and migration (data not shown).

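IGF1R, the receptor of insulin-like growth factor 1, rose at 24 hpc with *E. coli* with FC 2.06 (95% confidence interval 1.39 to 3.04, adjusted p = 0.017). JAK2, a kinase of cytokine receptors, has 2 tested probe sets. The probe set with the higher signal had an FC of 1.17 with *E. coli* and 1.26 with *S. aureus* (adjusted p = 0.12 and 0.038), below the FC threshold. The other rose with FC 1.58 and 1.65 (adjusted p = 0.013 and 0.015). No list of STAT3 signalling genes was tested. In fits without sow 1, sow 2 and sow 3, 0, 0 and 2 of 2 genes stayed differentially expressed.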

### Different upstream regulators are involved in response of PMEC to the challenge with *E. coli* or *S. aureus*

Using IPA, we considered the top five upstream regulators when comparing pathogen challenged vs. unchallenged PMEC. We found considerable overlap in the identity and direction of activation of these upstream regulators between the compared data sets.

“IL1B” (interleukin-1 beta), “lipopolysaccharide”, “IRAK4” (interleukin-1 receptor-associated kinase 4), “TNF” (tumor necrosis factor) and “cycloheximide” are the top five upstream regulators during the early response (3 hpc) of cells to *E. coli* (Table 6). In contrast, at 3 hpc of cells with *S. aureus*, “beta-estradiol”, “ESR1” (estrogen receptor 1), “U0126” (1,4-diamino-2,3-dicyano-1,4-bis[2-aminophenylthio] butadiene), “3-methylcholanthrene” and “paclitaxel” are the top five upstream regulators associated with host-pathogen interaction (Table 6). While upstream regulators of the early response (3 hpc) of PMEC to *E. coli* and *S. aureus* are completely different from another, at 24 hpc with the respective pathogen species, “RAF1” (proto-oncogene serine/threonine-protein kinase 1) and “PD98059” (2’-Amino-3’-methoxyflavone) were involved in both host-pathogen interactions. Furthermore, “IKBKB” (inhibitor of kappa light polypeptide gene enhancer in B-cells, kinase beta), “TGFB1” (transforming growth factor beta 1), “HGF” (hepatocyte growth factor) and “E2F1” (E2F transcription factor 1), “TP53” (tumor protein p53), “INSR” (insulin receptor) were considered as the top upstream regulators in PMEC at 24 hpc with *E. coli* and *S. aureus*, respectively (Table 6). The identified transcriptional upstream regulators affect the observed gene expression patterns after pathogen stimulation and control the complex cellular response mechanisms e.g. proliferation, apoptosis, migration and cell cycle progression to fine-tune the innate immune response of PMEC (Table 6).

**Table 6:** **Upstream regulators and their biological functions**

**3 h** ***E. coli-*** **challenged vs. unchallenged control cells**	***p*** **-value of overlap**
IL1B (proinflammatory; proliferation; differentiation; apoptosis)	6.80E-23
lipopolysaccharide (increase of TLR4 expression; innate immune response)	8.75E-22
IRAK4 (activation of NF-kB; innate immune response)	6.93E-21
TNF (proinflammat.; proliferation; differentiation; apoptosis; lipid metabolism; coagulation)	1.17E-20
cycloheximide (inhibitor of protein synthesis; apoptosis, cell death)	3.04E-20
**3 h** ***S. aureus-*** **challenged vs. unchallenged control cells**	***p*** **-value of overlap**
beta-estradiol (proliferation; growth; apoptosis; breast cancer signaling)	1.20E-10
ESR1 (growth; proliferation; transcription; transactivation)	2.00E-09
U0126 (inhibitor of MAP kinase kinase; apoptosis; proliferation; migration)	3.74E-09
3-methylcholanthrene (carcinogen; transformation; proliferation)	1.59E-08
paclitaxel (antimitotic; apoptosis; growth; survival; cell viability)	2.55E-08
**24 h** ***E. coli-*** **challenged vs. unchallenged control cells**	***p*** **-value of overlap**
PD98059 (inhibitor of MAP kinase kinase; apoptosis; proliferation; migration)	1.98E-11
IKBKB (activation of NF-kB; apoptosis; proliferation)	8.45E-11
TGFB1 (proliferation; differentiation; adhesion; migration; apoptosis; growth)	1.47E-10
RAF1 (activation of MEK1/2; apoptosis; proliferation; differentiation; cell cycle; migration)	1.90E-10
HGF (activation of tyrosine kinases; migration; proliferation; scattering; apoptosis; growth)	9.20E-10
**24 h** ***S. aureus-*** **challenged vs. unchallenged control cells**	***p*** **-value of overlap**
RAF1 (activation of MEK1/2; apoptosis; proliferation; differentiation; cell cycle; migration)	2.30E-09
E2F1 (apoptosis; proliferation; cell cycle)	3.32E-08
TP53 (tumor suppressor; apoptosis; cell cycle; growth; proliferation)	3.45E-07
INSR (proliferation; growth; differentiation; migration; mitogenesis)	9.61E-07
PD98059 (inhibitor of MAP kinase kinase; apoptosis; proliferation; migration)	1.24E-06

Top five categories of upstream regulators and their functions in PMEC at 3 hpc and at 24 hpc with *E. coli* and *S. aureus*, respectively, compared with unchallenged control cells with their respective *p*-value of overlap in each class obtained from IPA software.

### Different genes are involved in “inflammatory response” of PMEC challenged with *E. coli* or *S. aureus*

With particular focus on differentially expressed genes annotated by IPA as signaling molecules involved in “inflammatory response”, heatmaps were generated to illustrate the details of the defense mechanisms of PMEC to challenge with *E. coli* or *S. aureus*.

Our data show that more inflammatory response genes were up- and down-regulated at 24 h than at 3 h after pathogen challenge, and following challenge with *E. coli* than challenge with *S. aureus* (Figures 4A and B). In the early inflammatory response (3 hpc) of the cells to *E. coli* 40 genes were involved, mainly encoding cytokines, enzymes, transcription regulators and transmembrane receptors (Figure 4A). Most of these genes were up-regulated (maximum FC 6.68) rather than down-regulated (minimum FC −1.84). 

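Of the 40 inflammatory response genes of Figure 4A at 3 hpc with *E. coli*, 18 rose, 1 fell and the others did not pass the test, although all 40 had the direction the figure shows. ZC3H12A, an endonuclease that degrades cytokine mRNA, rose (FC 1.87, 95% confidence interval 1.52 to 2.30, adjusted p = 0.010), as did the IL-1 receptor accessory protein gene IL1RAP (FC 1.80, adjusted p = 0.038) and the tight junction gene CLDN1 (FC 1.64, adjusted p = 0.0025). ANGPTL4, a secreted inhibitor of lipoprotein lipase, rose as well (FC 1.60, adjusted p = 0.026). The cytokine gene LIF (FC 2.43, adjusted p = 0.076), the urokinase receptor gene PLAUR (FC 1.80, adjusted p = 0.059) and TNFAIP3, an inhibitor of NF-kappaB signalling (FC 1.76, adjusted p = 0.17), were higher in all 3 sows without passing the test. The figure's genes were selected on these arrays, so their shared direction is not independent evidence. With 45 independent arrays all 40 were differentially expressed. A total of 3, 0 and 0 of 4 genes stayed differentially expressed without sow 1, sow 2 and sow 3.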

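Of the 9 inflammatory response genes of Figure 4A at 3 hpc with *S. aureus*, none passed the test on sow means with limma, and all had the direction the figure shows. MEIS1, a homeobox transcription factor, had an FC of 1.54 (95% confidence interval 1.13 to 2.10, adjusted p = 0.34), and ARID4B, a chromatin protein, of −1.67 on the probe set that the paper lists (adjusted p = 0.49). With 45 independent arrays, 8 of the 9 were differentially expressed.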

Only nine inflammatory response genes were affected at 3 hpc of the cells with *S. aureus* (Figure 4A). Equal amounts of these genes were up- and down-regulated (maximum FC 3.38; minimum FC −2.17) and most of them encode enzymes, cytokines and transcription regulators. Four out of the nine genes affected by challenge with *S. aureus* were also affected by challenge with *E. coli*.

**Figure 4:**
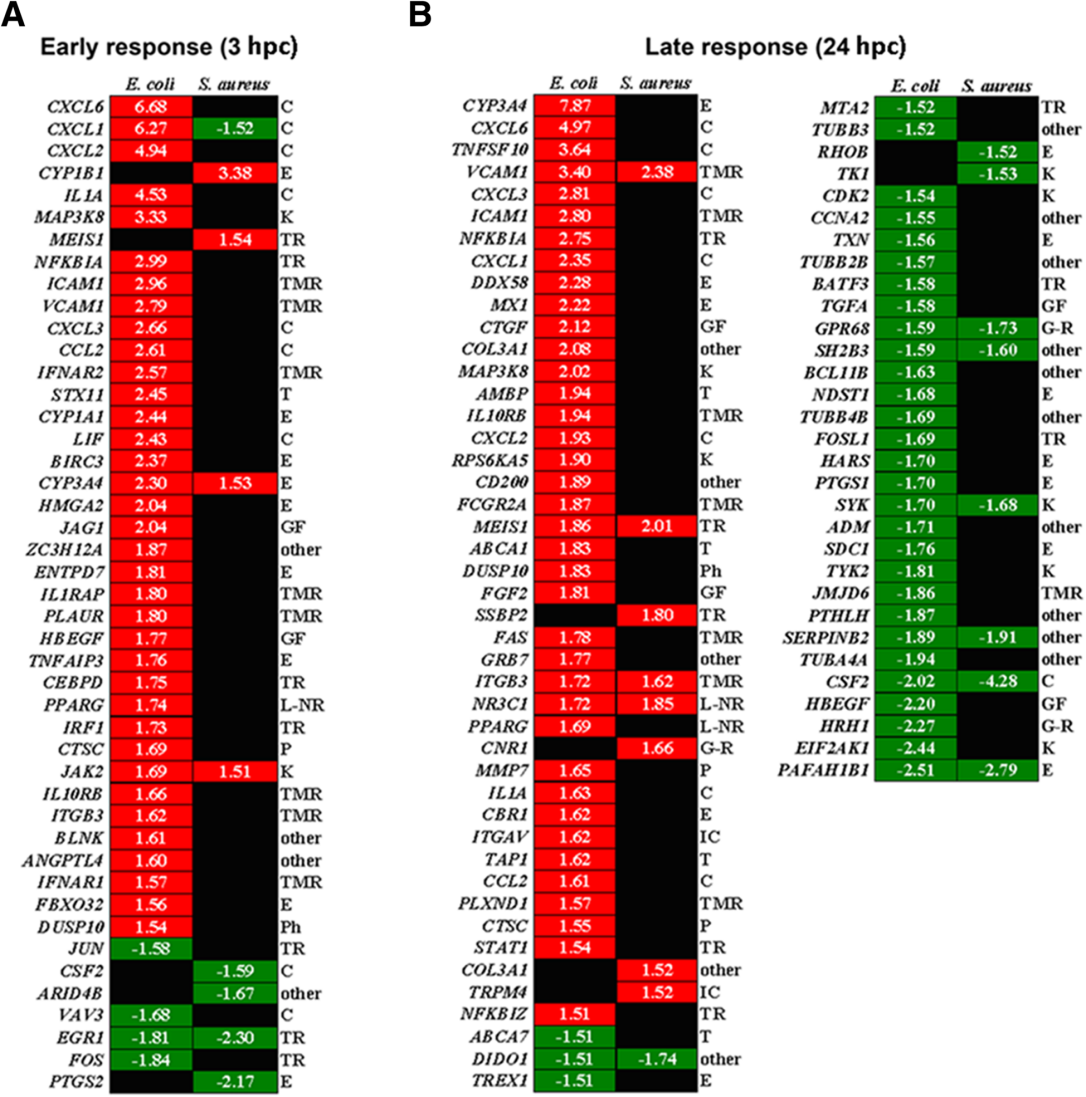
**Differentially expressed genes associated with “inflammatory response” in PMEC after pathogen challenge.** Heat maps show differentially expressed genes annotated by IPA and grouped according to their maximal altered mRNA concentrations as well as a function of challenge time (red, up-regulated; green, down-regulated; fold changes are given inside the boxes). **(A)** More genes were affected at 3 hpc (early response) with *E. coli* (40 genes) than with *S. aureus* (9 genes). **(B)** The majority of differentially expressed genes of PMEC was also involved in late response (24 hpc) to challenge with *E. coli* (70 genes) than to challenge with *S. aureus* (17 genes). Gene functions according to the IPA annotation are given to the right. The affected inflammatory response genes encoding cytokines (C), enzymes (E), kinases (K), transcription regulators (TR), transmembrane receptors (TMR), transporter (T), growth factors (GF), ligand-dependent nuclear receptors (L-NR), peptidases (P), phosphatases (Ph), G-protein coupled receptors (G-R) and ion channel proteins (IC).

In the late inflammatory response (24 hpc) of the cells to *E. coli* 70 genes were involved, mainly encoding enzymes, cytokines, transmembrane receptors, transcription regulators and kinases (Figure 4B). 

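C3, the central complement component, had 1 of the highest FC values at 24 hpc with *E. coli* (FC 7.69, 95% confidence interval 5.36 to 11.0, adjusted p = 0.00016). CYP3A4 rose on 2 of its probe sets (FC 7.87 and 5.17, adjusted p = 0.0067 and 0.00040) and not on another, which the platform annotation gives to CYP3A29 (FC 1.24, adjusted p = 0.36). DDX58, the cytosolic RNA sensor RIG-I, rose (FC 2.28, adjusted p = 0.015), as did the receptor subunit gene IL10RB (FC 1.94, adjusted p = 0.018) and the integrin gene ITGAV (FC 1.70, adjusted p = 0.0028). PAFAH1B1, a regulator of dynein, had the largest fall of the genes of Figure 4B (FC −2.51, 95% confidence interval −4.08 to −1.55, adjusted p = 0.015), and the kinase gene EIF2AK1 (FC −2.44, adjusted p = 0.011) and the growth factor gene HBEGF fell as well (FC −2.20, adjusted p = 0.016). SYK, a kinase of immune receptors, and PTGS1, a cyclooxygenase, fell too (FC −1.70, adjusted p = 0.0046, and FC −1.70, adjusted p = 0.017). Of the 69 measured genes of the figure, 33 rose and 28 fell, all of them in the direction the figure shows, on which the paper selected them. Of the 10 measured antimicrobial and acute phase genes, 2 rose and 0 fell (2 and 0 when adjusted over the list alone), and the group was higher (camera, adjusted p = 0.0034; adjusted p = 0.36 with an estimated correlation). CHI3L1, a secreted chitinase-like protein, was the other member that rose (FC 3.05, adjusted p = 0.0033). After sow 1, sow 2 and sow 3 had been left out in turn, 5, 1 and 11 of 12 probe sets stayed differentially expressed.

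**Figure D3:**
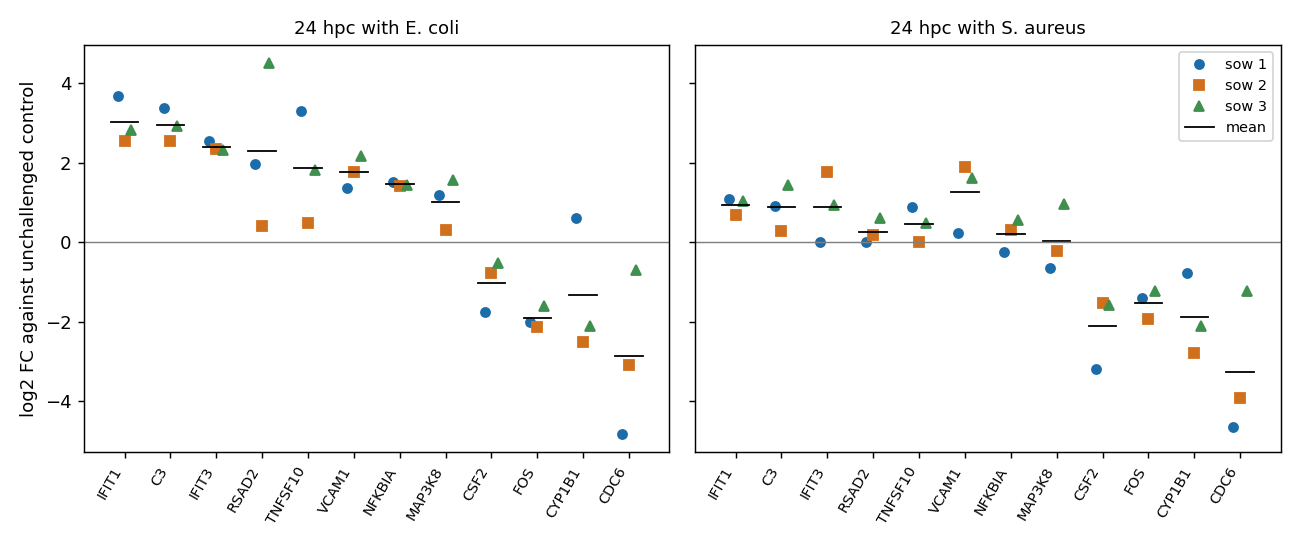
Log2 change at 24 hpc against the unchallenged control of the same sow for genes of the late response, with a symbol for each sow.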

Equal amounts of these genes were up- and down-regulated (maximum FC 7.87; minimum FC −2.51). In contrast, only 17 inflammatory response genes were affected at 24 hpc of the cells with *S. aureus*, mainly encoding enzymes, kinases, transmembrane receptors, transcription regulators and G-protein coupled receptors (Figure 4B). Moreover, equal amounts of these genes were up- and down-regulated (maximum FC 2.38; minimum FC -4.28). 

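NR3C1, the glucocorticoid receptor, rose at 24 hpc with *S. aureus* (FC 1.85, 95% confidence interval 1.17 to 2.92, adjusted p = 0.048), together with MEIS1 (FC 2.01, adjusted p = 0.015) and CNR1, a cannabinoid receptor (FC 1.66, adjusted p = 0.013). PAFAH1B1 of the dynein pathway fell (FC −2.79, adjusted p = 0.016), and so did SERPINB2, an inhibitor of plasminogen activators (FC −1.91, adjusted p = 0.011), the kinase gene SYK (FC −1.68, adjusted p = 0.012) and the thymidine kinase gene TK1 (FC −1.64, adjusted p = 0.036). Of the 16 genes of Figure 4B for *S. aureus* that have a named probe set, 5 rose and 8 fell, and all had the direction on which they were selected. None of the genes named differed between the pathogens at 24 hpc in the direct comparison. Leaving out sow 1, sow 2 and sow 3 in turn, 0, 0 and 7 of 7 genes stayed differentially expressed.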

Eleven of the 17 genes involved in late inflammatory response of the cells to *S. aureus* were also affected by challenge with *E. coli*.

### Gene network analysis revealed different key molecules regulating defense mechanisms of PMEC against *E. coli* and *S. aureus*

Gene interactions were examined using IPA based on the known contributions of genes to regulatory networks in order to identify key regulators of the specific immune response of PMEC to pathogen challenge. The analysis was focused on the top 50 up-regulated and the top 50 down-regulated genes at 3 hpc and at 24 hpc with *E. coli* and *S. aureus*. Figure 5 shows that the networks of key regulatory genes associated with host response to challenge with *E. coli* are more complex than that of challenge with *S. aureus*. Especially at 3 hpc with *E. coli* a wider range of cytokines and growth factors were induced (Figure 5A) compared to 3 h challenge with *S. aureus* (Figure 5B). 

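NFKBIA, the inhibitor that holds NF-kappaB in the cytoplasm, rose at 3 hpc with *E. coli* (FC 2.99, 95% confidence interval 2.38 to 3.75, adjusted p = 0.00055), with FC 2.67, 3.15 and 3.18 in sows 1, 2 and 3. MAP3K8, a kinase upstream of ERK signalling, rose (FC 3.33, 95% confidence interval 2.12 to 5.22, adjusted p = 0.024), with 4.01, 2.00 and 4.60 in the 3 sows. A second probe set of IL1A rose with FC 4.53 (adjusted p = 0.00027), and that of CXCL2 with FC 4.94 (adjusted p = 0.0036). Of the 6 measured genes of the NF-kappaB pathway and its feedback, 2 rose and none fell (2 when adjusted over the list alone), and the group was higher than other genes (camera, adjusted p = 3.5e-06; adjusted p = 0.036 with an estimated correlation), MAP3K8 not being among the 6. Networks were not computed. When sow 1, sow 2 and sow 3 were left out in turn, 2, 0 and 3 of 4 genes stayed differentially expressed.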

Our results indicated key regulatory functions of *IL1A*, *CXCL2*, *NFKBIA*, *mitogen-activated protein kinase kinase kinase 8* (*MAP3K8*), *JUN*, *FOS* and *EGR1* within a network consisting of 32 response genes of PMEC at 3 hpc with *E. coli*. In contrast, a network consisting of 14 response genes at 3 hpc with *S. aureus* was created with *CSF2*, *prostaglandin-endoperoxide synthase 2* (*PTGS2*), *FOS* and *EGR1* as key regulators. Furthermore, *CXCL1*, *CYP1B1*, *dual specificity phosphatase 6* (*DUSP6*), *FOS* and *EGR1* were affected in PMEC at 3 hpc with both pathogens.

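PTGS2, the inducible cyclooxygenase, had an FC of −2.17 at 3 hpc with *S. aureus* (95% confidence interval −3.70 to −1.27, adjusted p = 0.31). EGR1, an immediate early transcription factor, had an FC of −2.30 (95% confidence interval −3.84 to −1.37, adjusted p = 0.27). Both were lower than the control in all 3 sows and did not pass the test. Of the 18 measured immediate early and growth factor feedback genes, none passed over all probe sets, and 3 fell when adjusted over the list alone. As a group they were lower than other genes (camera, adjusted p = 2.1e-08; adjusted p = 0.031 with an estimated correlation). The mean log2 change of the group was −0.39, −0.42 and −0.26 in sows 1, 2 and 3.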

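DUSP6, a phosphatase that switches off ERK, had an FC of −1.24 at 3 hpc with *E. coli* and of −1.54 with *S. aureus* (adjusted p = 0.87 and 0.54), and it did not pass either test. On the probe set that the paper lists, the FC was −1.51 and −1.89 (adjusted p = 0.63 and 0.37). The immediate early genes did not change as a group with *E. coli* (camera, adjusted p = 0.83). The 34 probe sets with an unadjusted p under 0.05 and an FC beyond 1.5 in the same direction with both pathogens at 3 hpc, 17 up and 17 down, had a median log2 change of 0.77 in their common direction. The choice by FC holds this median up, so its size is no evidence of a response. Both comparisons use the same control wells, and the number of such probe sets from these alone was not computed.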

**Figure 5:**
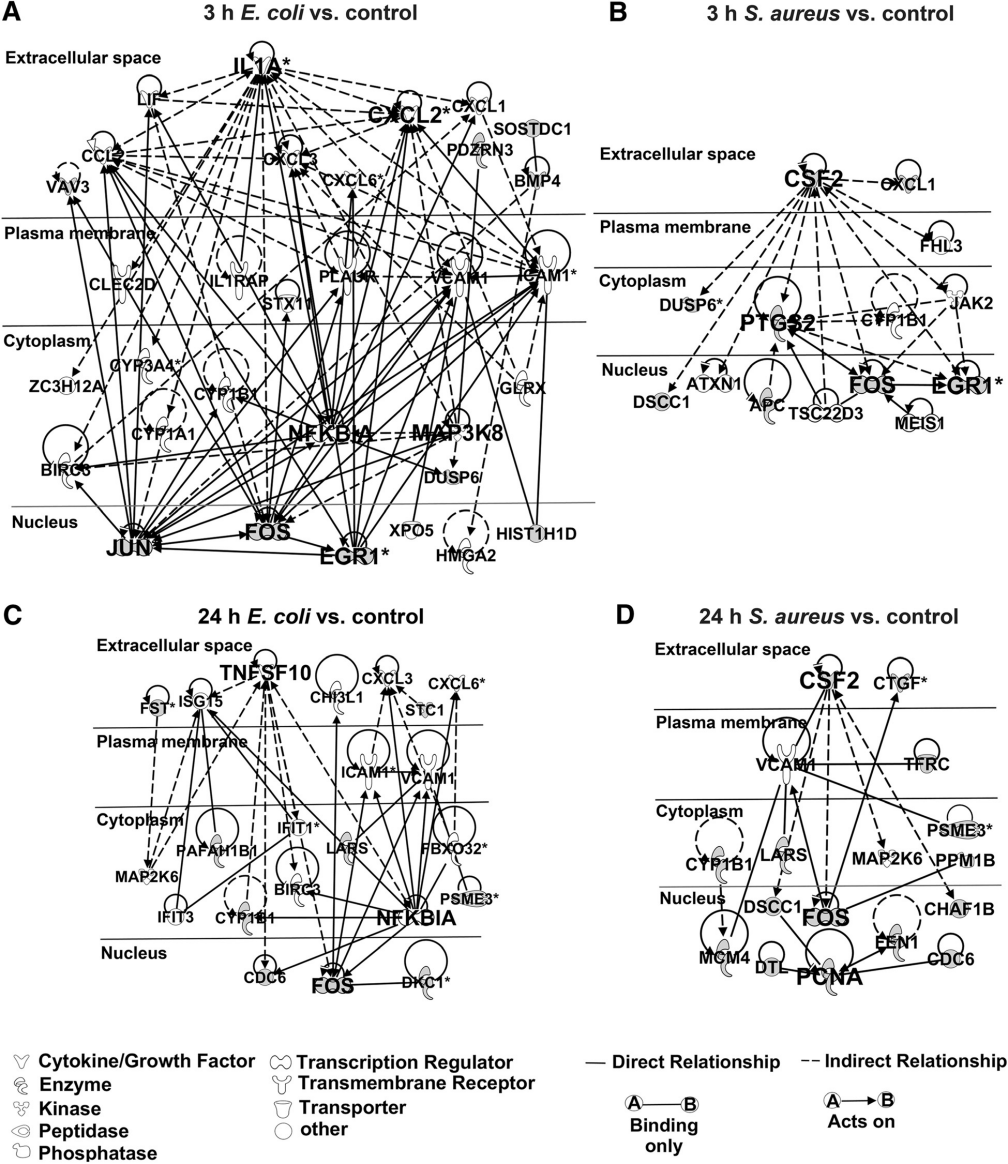
**Most highly rated networks of genes triggered in PMEC after pathogen challenge.** Network analysis was performed with top 50 up-regulated and top 50 down-regulated genes at 3 hpc and at 24 hpc with *E. coli* and *S. aureus*, respectively, and calculated by IPA. The down-regulated genes are in grey. **(A)** The gene interaction network of the early response (3 hpc) to *E. coli* was dominated by *IL1A*, *NFKBIA*, *MAP3K8*, *JUN*, *FOS* and *EGR1*. **(B)** *CSF2*, *PTGS2*, *FOS* and *EGR1* are the key regulatory genes of the early response (3 hpc) to *S. aureus*. **(C)** The gene interaction network of the late response (24 hpc) to *E. coli* was dominated by *TNFSF10*, *NFKBIA* and *FOS*. **(D)** *CSF2*, *FOS* and *PCNA* are the key regulatory genes of the late response (24 hpc) to *S. aureus*.

*Tumor necrosis factor (ligand) superfamily, member 10* (*TNFSF10*), *NFKBIA*, and *FOS* were found to be key regulators within a network consisting of 22 response genes at 24 hpc of PMEC with *E. coli* (Figure 5C). In contrast, a network consisting of 17 response genes at 24 hpc with *S. aureus* was created with *CSF2*, *FOS* and *proliferating cell nuclear antigen* (*PCNA*) as key regulators (Figure 5D). 

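TNFSF10, the death ligand TRAIL, rose at 24 hpc with *E. coli* (FC 3.64, 95% confidence interval 1.87 to 7.08, adjusted p = 0.015), with FC 9.81, 1.40 and 3.52 in sows 1, 2 and 3. NFKBIA, the cytoplasmic inhibitor of NF-kappaB, rose with 2.88, 2.66 and 2.72 in the 3 sows (mean FC 2.75, 95% confidence interval 2.19 to 3.45, adjusted p = 0.00073). FOS, a subunit of AP-1, fell (FC −3.76, 95% confidence interval −5.12 to −2.75, adjusted p = 0.00077), in all 3 sows. With the omission of sow 1, sow 2 and sow 3 in turn, 1, 1 and 3 of 3 genes stayed differentially expressed.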

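CSF2, a growth factor of granulocytes and macrophages, fell at 24 hpc with *S. aureus* (FC −4.28, 95% confidence interval −6.28 to −2.91, adjusted p = 0.010), with FC −9.05, −2.88 and −3.01 in sows 1, 2 and 3. FOS of the AP-1 complex fell (FC −2.86, 95% confidence interval −3.90 to −2.10, adjusted p = 0.011). PCNA, the sliding clamp of DNA polymerases, fell as well (FC −2.63, 95% confidence interval −3.94 to −1.75, adjusted p = 0.014), with −4.77, −2.63 and −1.44 in the 3 sows. In fits without sow 1, sow 2 and sow 3, 1, 0 and 3 of 3 genes stayed differentially expressed.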

*VCAM1*, *MAP2K6*, *CYP1B1*, *leucyl-tRNA synthetase* (*LARS*), *proteasome activator subunit 3* (*PSME3*), *CDC6* and *FOS* were affected in PMEC at 24 hpc with both pathogens. 

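CDC6, which loads the replicative helicase onto DNA, had the largest fall among the genes named for both pathogens at 24 hpc, with FC −7.27 with *E. coli* and −9.60 with *S. aureus* (adjusted p = 0.014 and 0.015). CYP1B1 fell with FC −2.52 in 2 of 3 sows with *E. coli* (adjusted p = 0.037) and with FC −3.70 in all 3 with *S. aureus* (adjusted p = 0.018). MAP2K6, a kinase of the p38 pathway, rose with *S. aureus* (FC 2.17, adjusted p = 0.013). LARS, the leucyl-tRNA synthetase, and PSME3, an activator of the proteasome, depend on the probe set. The probe set that carries the name in the platform annotation had an FC of −1.09 and −1.07 for LARS and of −1.45 and −1.42 for PSME3, and neither passed both thresholds. A probe set named LARS in the tables of the paper fell with FC −3.32 and −3.78 (adjusted p = 0.034 and 0.027), and such a probe set of PSME3 with FC −2.64 and −3.03 (adjusted p = 0.031 and 0.024). A total of 1, 0 and 3 of 4 genes with *E. coli* and 1, 0 and 5 of 5 genes with *S. aureus* stayed differentially expressed without sow 1, sow 2 and sow 3.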

Almost all of the named key regulatory genes, which were involved in defense mechanisms of PMEC against *E. coli* and *S. aureus* are categorized by IPA as genes of “inflammatory response”.

### Validation of selected key transcripts by RT-qPCR

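Some of the genes that the paper chose for RT-qPCR differed between sows in the size of their change on the arrays, which was not tested. NFKBIA, also chosen, had similar FC values of 2.88, 2.66 and 2.72 in sows 1, 2 and 3 at 24 hpc with *E. coli*. MAP3K8 rose at 24 hpc with *E. coli* (FC 2.02, 95% confidence interval 1.29 to 3.17, adjusted p = 0.027), with FC 2.27, 1.23 and 2.97 in sows 1, 2 and 3. VCAM1 had 2.57, 3.42 and 4.46 in the 3 sows at 24 hpc with *E. coli* and −2.97, 2.89 and 2.88 at 3 hpc with *S. aureus*. CCL2 had 1.40, 3.65 and 3.48 at 3 hpc and −1.15, 2.04 and 2.36 at 24 hpc with *E. coli*. CSF2 fell at 24 hpc with *E. coli* (FC −2.02, adjusted p = 0.017), with −3.37, −1.71 and −1.44 in the 3 sows. After sow 1, sow 2 and sow 3 had been left out in turn, 1, 0 and 1 of the 3 genes MAP3K8, VCAM1 and CSF2 stayed differentially expressed at 24 hpc with *E. coli*. RT-qPCR was not analysed here beyond the sign of the values that the paper lists and whether their p was under 0.05.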

In order to validate the microarray experiment, eight selected key transcripts encoding cytokines (IL1A, CXCL2, CCL2, TNFSF10, and CSF2), kinase (MAP3K8), transcription regulator (NFKBIA) and transmembrane receptor (VCAM1) associated with “inflammatory response” were analysed by RT-qPCR (Additional file 7). Between microarray and RT-qPCR data the correlation coefficients were highly significant and ranged between 0.84 and 0.98 for the selected genes. The RT-qPCR data confirmed the selected results of microarray analysis with a good reproducibility.

## Discussion

This study aimed to examine details about signaling pathways and key signaling molecules involved in PMEC defense mechanisms against pathogen infection which can help to elucidate the contribution of PMEC in pathogenesis of PDS in postpartum sows. To our knowledge, this is the first report describing the transcriptional response of PMEC at 3 hpc and at 24 hpc with heat-inactivated *E. coli* and *S. aureus*, in vitro.

However, it is difficult to compare the infection pressure of in vitro to in vivo situations. Therefore, we performed our experiments with heat-inactivated bacteria to provide standardized experimental conditions. In the PMEC model, the time course of the pathogen-specific immune response is well-defined and bacteria concentrations are constant throughout the entire experiments. This is to avoid bacterial overgrowth and depletion of nutrients during experiments. Since in vivo different cell types contribute to the immune response of the porcine mammary gland and the individual variation is high, PMEC model is less complex and therefore useful to describe molecular mechanisms of host-pathogen interactions with good reproducibility. We keep in mind that the PMEC model does not properly reflect the mastitis-induced regulation of chemokines and the complement system in the gland. Also the function of heat-labile proteins during inflammatory response may not be displayed in the PMEC model. Our study consists of a small number of biological replica, which might limit the statistical power, but the variability of pathogen-induced gene expression between biological cell culture replicates seems to be much less than that between pigs itself.

It is known that gram-negative (*E. coli*) and gram-positive (*S. aureus*) bacteria have relatively different structural and pathogenic profiles causing a similar, but time-delayed pattern of shock in the host [21]. The major pathogenic protein of gram-negative bacteria is the cell wall component LPS [22]. In contrast, gram-positive bacteria express cell wall-associated and secreted proteins (e.g., protein A, hemolysins, and phenol-soluble modulin) and cell wall components (e.g., peptidoglycan and alanylated lipoteichoic acid) which have been shown to be inflammatory [23]. While intramammary infection by *E. coli* is acute in nature and generally clears within a few days [24], infection by *S. aureus* is often less severe but results in a chronic infection that can persist for a life time of an animal [8]. The reasons for these pathogen-related differences in the host immune defense might reside in factors contributing to the innate immune system [25]. Innate recognition of pathogen-associated molecular patterns (PAMP) is mediated by evolutionary conserved pattern recognition receptors (PRR) [26]. For example, TLR2 recognizes cell wall components of gram-positive bacteria [27], whereas TLR4 recognizes LPS from gram-negative bacteria [28]. A simultaneous recognition of different pathogens is also possible, although the type of signal and co-receptor may differ. TLR2 mRNA expression was shown to be higher in porcine mammary glands after inoculation with *E. coli* as well as in sows that developed clinical signs of mastitis than in the non-inoculated mammary glands of sows that remained clinically healthy [9]. However, in our study, we did not observe significant changes in TLR expression of PMEC after both pathogen challenges.

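Of the Toll-like receptor genes with a probe set on the array, TLR4, the sensor of lipopolysaccharide, alone entered the tests. Its log2 FC was 0.29 ± 0.27 (SE) at 3 hpc with *E. coli* and 0.45 at 24 hpc (adjusted p = 0.88 and 0.21). With *S. aureus* it was 0.23 and 0.40 (adjusted p = 0.85 and 0.27). TLR2, the sensor of bacterial lipoproteins, stood at a log2 mean of 2.12 in the control, which is the floor, and at 2.35 at 3 hpc with *E. coli*. LY96, the co-receptor of TLR4, was higher at 24 hpc by a log2 FC of 0.47 with *E. coli* and 0.47 with *S. aureus* (adjusted p = 0.017 and 0.020), below the FC threshold. The 7 measured genes of Toll-like receptors, their adaptors and other sensors did not differ from other genes at 3 hpc with *E. coli* (camera, adjusted p = 0.83). A probe set at the floor can show a rise but not a fall, and TLR6 and TLR9, above the floor on most arrays, had log2 means of 2.48 and 2.16 over the 45 arrays, below the mean required for a test.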

### Main effects on molecular and cellular functions of PMEC after pathogen challenge depend on different initial host defense mechanisms

The initial response of PMEC to the challenge with *E. coli* was more prominent than with *S. aureus*. During the long infection procedure (24 hpc), a more intense host response with a maximum increase of shared up- and down-regulated genes was identified after challenge with both pathogens. This is in accordance with observations by Günther et al. [8], who described that *S. aureus* elicits a much weaker and slower immune response in primary bovine mammary epithelial cells (pbMEC) than *E. coli*. To explain these, we focused on affected molecular and cellular functions in PMEC after pathogen challenge. While short-term as well as long-term challenge of PMEC with *E. coli* affected genes which are mostly involved in cellular processes such as growth, proliferation, development, death, survival, movement, and gene expression, short-term challenge with *S. aureus* rather induced metabolism of small molecules, lipids, vitamins and minerals. This is in line with the studies by Foster [29], who described that *S. aureus* cytotoxicity mainly depends on proteases, hyaluronidases, lipases, and nucleases which facilitate tissue destruction, membrane-damaging toxins that cause cytolytic effects in host cells, and superantigens which contribute to symptoms of septic shock. At 24 hpc of PMEC with the respective pathogens, the most affected molecular and cellular functions are more analog, for example the post-transcriptional modification of RNA, cell cycle, growth, proliferation, death, and survival. This is in agreement with other transcriptional profiling studies which have demonstrated that immune competent cells respond to bacterial stimuli with common transcriptional activation program which can be interpreted as generic “alarm signals” for infection [30,31]. Both, cell death and lipid metabolism were found to be among the most significant molecular functions altered in proteins of cows infected with either *E. coli* or *S. aureus* [32].

### Pathogen defense mechanisms of PMEC are driven by different canonical pathway mediators

Our analysis of most affected canonical pathways and genes involved in that pathways in PMEC after pathogen challenge revealed that *E. coli* induced an early innate immune response at 3 hpc indicated by a strong up-regulation of genes encoding pro-inflammatory cytokines and chemokines such as CCL2, CXCL1, CXCL2, CXCL3, CXCL6, IL1A, and IL8 as well as cell adhesion proteins such as VCAM1, ICAM1, and ITGB3. The up-regulation of cytokine production by epithelial cells is a key component of the host innate immune response [33]. Cronin et al. [34] reported that TLR4 on cells of the immune system of cow bind to LPS which in turn stimulates the secretion of the pro-inflammatory cytokines IL1B and IL6, and the chemokine IL8. The monokine IL1A was first appreciated as an endogenous pyrogen and lymphocyte-activating factor [35]. The NF-kappaB-mediated secretion of the chemotactic factor IL8 and TLR-induced expression of vascular endothelial adhesion molecules promote the rapid recruitment and activation of immune cells including neutrophils, macrophages, lymphocytes and monocytes at the site of inflammation which kill invading bacteria [36-38]. These correlate well with our findings that the induced adhesion and activation of granulocytes, agranulocytes and stellate cells by PMEC at 3 hpc and at 24 hpc with *E. coli* were significant. In contrast, only stellate cell activation is one of the top five canonical pathways, which was affected at 24 hpc of PMEC with *S. aureus*. Therefore, we suggest the early activation of cytokines and of cells of the innate immune system as critical factors driving the different downstream cascades of host defense mechanisms. Interferons play also an important role in the first line of defense of PMEC against *E. coli* indicated by the up-regulation of IFN signaling genes *IFIT1* and *IFIT3* as well as type I IFN receptor genes such as *IFNAR1* and *IFNAR2*, which are expressed by leukocytes. 

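IFIT1 and IFIT3, which bind viral and other foreign RNA, were raised at 24 hpc with *E. coli* (FC 8.08, 95% confidence interval 6.02 to 10.8, adjusted p = 4.0e-05, and FC 5.27, 95% confidence interval 3.38 to 8.23, adjusted p = 0.0022). Other probe sets of IFIT1 rose with FC 7.05 and 2.00 (adjusted p = 0.00040 and 0.030). RSAD2, an antiviral enzyme, ISG15, a ubiquitin-like modifier, and MX1, an antiviral GTPase, rose too (FC 4.91, adjusted p = 0.016, FC 3.55, adjusted p = 0.0037, and FC 2.22, adjusted p = 0.010). The receptor genes IFNAR1 and IFNAR2 did not pass at 24 hpc, with an FC of 1.20 and 1.45 with *E. coli* (adjusted p = 0.12 and 0.10) and of −1.07 and −1.08 with *S. aureus* (adjusted p = 0.57 and 0.74). Of the 23 measured interferon-stimulated genes, 12 rose with *E. coli* and 0 fell (12 and 0 when adjusted over the list alone), and the group was higher (camera, adjusted p = 2.4e-09; adjusted p = 0.22 with an estimated correlation). Its mean log2 change was 1.00, 0.60 and 1.49 in sows 1, 2 and 3. TAP1, a peptide transporter for antigen presentation, rose (FC 1.62, adjusted p = 0.0033), 1 of 10 measured genes of MHC class I antigen processing, a group that was higher (camera, adjusted p = 0.027; adjusted p = 0.47 with an estimated correlation). Leaving out sow 1, sow 2 and sow 3 in turn, 2, 2 and 6 of 6 genes stayed differentially expressed.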

An up-regulation of this gene cluster was also present at 24 hpc with *E. coli* as well as at 24 hpc with *S. aureus*. The higher up-regulation of chemokines that target mononuclear leukocytes by LPS than by *S. aureus* culture supernatant is likely to be related to the differential activation of the type I IFN pathway, and could induce a different profile of the initial recruitment of leukocytes [13].

The enhanced gene expression of *IL-17A* in PMEC at 3 hpc with *E. coli* is a sign for antibacterial activity of the cells as well, mediated by indirect enhancement of neutrophil migration and secretion of cytokines and chemokines to infected tissue. 

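IL17A, a cytokine that attracts neutrophils, has 1 probe set on the array. Its highest group mean was 2.12 on the log2 scale, which is the floor, so that it did not enter the tests and no FC can be given.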

With regard to the innate immune response to infection, *IL-17A* was found in milk cell RNA extracts in the early phase (8 hpc) of the inflammatory response [39] as well as in milk leukocytes from cows suffering from *S. aureus* mastitis [40,41]. In contrast, IL-17A signaling pathways were down-regulated in PMEC at 3 hpc with *S. aureus*. Genini et al. [31] stated that the comparison of *E. coli* and *S. aureus* infections in cattle in vivo reveals affected genes showing opposite regulation with the same altered biological functions and this provides evidence that *E. coli* can cause a stronger host response. Gilbert et al. [13] suggested that *E. coli* induces a more intense response associated with strong NF-kappaB stimulation and the recruitment of a wider repertoire of immune cells, whereas *S. aureus* interferes with cell DNA integrity and may induce a more restricted immune response involving the IL-17A pathway. In contrast to the short-term challenge of PMEC with *E. coli*, at 3 hpc with *S. aureus* we observed a strong up-regulation of *CYP1A1*, *CYP3A4* and *CYP1B1* encoding monooxygenases, which have pivotal roles in primary and secondary metabolic pathways and are involved in the detoxification and elimination of reactive oxygen species and other poisonous compounds [42,43]. Thus, as expected canonical pathways including different metabolic degradation processes as well as estrogen biosynthesis were mostly affected in PMEC at 3 hpc with *S. aureus*. 

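CYP1A1 and CYP1B1, monooxygenases that oxidise foreign compounds, rose at 3 hpc with *E. coli*, CYP1A1 with FC 2.44 (95% confidence interval 1.71 to 3.49, adjusted p = 0.034) and CYP1B1 with 9.33, 3.23 and 3.24 in sows 1, 2 and 3. In the direct comparison of the pathogens at 3 hpc neither gene differed, with an FC of 1.02 and 1.36 for *E. coli* over *S. aureus* (adjusted p = 1.00 and 1.00). CYP3A4 had an FC of 1.66 with *E. coli* (adjusted p = 0.22). Of the 6 measured genes of the aryl hydrocarbon receptor and xenobiotic metabolism, 1 rose with *E. coli* (2 when adjusted over the list alone; CYP1B1, named by the paper alone, is not in the list), and the group was higher than other genes (camera, adjusted p = 0.031; adjusted p = 0.13 with an estimated correlation). When sow 1, sow 2 and sow 3 were left out in turn, 1, 0 and 0 of 2 genes stayed differentially expressed.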

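VCAM1, an adhesion molecule for leukocytes, had an FC of 1.41 at 3 hpc (95% confidence interval −1.46 to 2.91, adjusted p = 0.80) and of 2.38 at 24 hpc with *S. aureus* (95% confidence interval 1.16 to 4.92, adjusted p = 0.067). At 24 hpc it was higher in all 3 sows, with 1.18, 3.74 and 3.07. ITGB3, an integrin subunit, had an FC of 1.38 at 3 hpc (adjusted p = 0.61) and of 1.62 at 24 hpc (95% confidence interval 1.09 to 2.40, adjusted p = 0.063), higher in all 3 sows at 24 hpc. None of these passed the test on sow means. Of the 12 measured genes of cell adhesion and tight junction, 0 rose and 1 fell at 24 hpc (0 and 1 when adjusted over the list alone), without a shift of the group (camera, adjusted p = 0.67).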

Genes encoding the cell adhesion molecules VCAM1 and ITGB3 were also up-regulated in PMEC at 3 hpc and at 24 hpc with *S. aureus*. This can lead to an induction of infiltration of immune cells to the site of infection to act there as key factors in the host defense against invading pathogens [44]. These differences in the initial innate immune response of PMEC to *E. coli* or *S. aureus* are consistent with studies in mammary epithelial cells from cows and sheep where it was argued that the response of mammary epithelial cells (MEC) to *S. aureus* was not the result of an overwhelming cytotoxicity, because the early response was an increase of the reduction activity [8,45]. This may also explain a very rapid increase in somatic cell count (SCC) in bovine milk during *E. coli* infection compared to a slower but longer increase in *S. aureus* infections [46]. In general, most of the canonical pathways such as interferon signaling and the activation of immune competent cells, which were up-regulated in PMEC at 3 hpc with *E. coli* were also up-regulated at 24 hpc with *E. coli* and, to a lesser extent, at 24 hpc with *S. aureus*. Additionally, at the same challenge time High-Mobility-Group-Protein B1 (HMGB1) signaling is induced by *E. coli* suggesting an activation of antigen-presenting dendritic cells [47]. Insulin-like growth factor 1 (IGF**-**1) signaling was induced in PMEC at 24 hpc with *S. aureus* indicating an induction of SCC. It was reported that the concentration of IGF-1 and the numbers of SCC in milk of cows were greatly elevated in secretions of quarters affected by acute clinical as well as subclinical mastitis compared with the corresponding clinically healthy quarters [48]. The pathogen *E. coli* can also induce apoptosis in vivo and thereby properly contribute to a decrease of milk production in mastitis [49]. 

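Genes on both sides of cell death changed at 24 hpc with *E. coli*. FAS, a death receptor, rose (FC 1.78, 95% confidence interval 1.47 to 2.17, adjusted p = 0.0045), whereas BID, a pro-apoptotic protein of the BCL2 family, fell (FC −1.55, 95% confidence interval −1.90 to −1.26, adjusted p = 0.012). CYLD, a deubiquitinating enzyme that restrains NF-kappaB, rose with both pathogens (FC 1.78, adjusted p = 0.0023 with *E. coli*, and FC 1.56, adjusted p = 0.012 with *S. aureus*). BCL2, an inhibitor of apoptosis, had an FC of 1.52 with *S. aureus* and did not pass (adjusted p = 0.071). Of the 14 measured apoptosis regulators, which do not include BCL2, 2 rose and 1 fell with *E. coli* (2 and 1 when adjusted over the list alone), and 0 rose and 0 fell with *S. aureus* (0 and 0 when adjusted over the list alone). The group did not differ from other genes at 24 hpc with either (camera, adjusted p = 0.89 and 0.87) and was higher at 3 hpc with *E. coli* (adjusted p = 0.024; adjusted p = 0.11 with an estimated correlation). With the omission of sow 1, sow 2 and sow 3 in turn, 0, 0 and 3 of 3 genes with *E. coli* and 0, 0 and 1 of 1 gene with *S. aureus* stayed differentially expressed.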

In our probe sets the expressions of both, pro- and anti-apoptotic genes, were modulated in PMEC, especially at 24 hpc with both pathogens.

### Fine-tuning of host defense mechanisms is important for preventing host cell damage

While a robust and rapid initiation of the host defense mechanism is essential for a successful pathogen clearance during the acute phase, on the other hand an excessive but ineffective immune defense can produce temporary or permanent damage of the host. Therefore, a restriction of an exuberant innate immune response is necessary to limit host defense. We observed an increased expression of genes encoding immune dampening factors such as NF-kappaB pathway suppressors IkappaB-alpha (NFKBIA) which function in the cytoplasm to sequester NF-kappaB, and the kinase MAP3K8 [30,50] at 3 hpc and at 24 hpc of PMEC with *E. coli*, but not with *S. aureus*. Both, NF-kappaB and MAPK cascades are induced by myeloid differentiation primary response 88 (MyD88) which is activated by LPS [51]. 

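In the direct comparison of the pathogens, NFKBIA was 2.14-fold higher with *E. coli* at 3 hpc and 2.38-fold higher at 24 hpc (adjusted p = 0.0082 and 0.0069), in all 3 sows at both times. With *S. aureus* it had an FC of 1.39 at 3 hpc and 1.15 at 24 hpc against the control (adjusted p = 0.31 and 0.29). MAP3K8, a kinase of the same pathway, had an FC of 1.24 and 1.02 with *S. aureus* (adjusted p = 0.80 and 0.94). For MAP3K8 the direct difference between the pathogens did not pass the test, with an FC of 2.69 at 3 hpc and 1.98 at 24 hpc (adjusted p = 0.16 and 0.56). Of the 6 measured genes of the NF-kappaB pathway, 3 rose at 24 hpc with *E. coli* (3 when adjusted over the list alone; camera, adjusted p = 0.0026; adjusted p = 0.22 with an estimated correlation), and MAP3K8 is not among these genes. With *S. aureus* 1 rose (camera, adjusted p = 0.33). At 3 hpc NFKBIA still differed between the pathogens without sow 1 and not without sow 2 or sow 3, and at 24 hpc NFKBIA no longer passed without sow 1, sow 2 or sow 3.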

In agreement with our results, an increased expression of *NFKBIA* was also reported at 4 h after infusion of LPS into mouse mammary glands [52]. 

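TNFAIP8, a regulator of cell death induced by TNF, rose at 24 hpc with *E. coli* (FC 1.52, 95% confidence interval 1.16 to 2.01, adjusted p = 0.029), in all 3 sows. It stayed differentially expressed without sow 3 and not without sow 1 or sow 2.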

The panel of immune suppressors in PMEC was extended by increased expression of *TNFAIP8* at 24 hpc with *E. coli* which functions in a negative feedback loop regulating TLR-ligand and TNF-induced responses [53]. Besides, the up-regulation of anti-inflammatory genes as well as the down-regulation of pro-inflammatory genes balances the host immune response. For example, at 3 hpc with *S. aureus*, we observed a down-regulation of *CXCL1* and the cytokine *CSF2* (also known as *GM-CSF*) in PMEC, which is contrary to challenge with *E. coli*. 

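CXCL1 was higher with *E. coli* than with *S. aureus* at 3 hpc in the direct comparison in each sow, with FC 7.61, 8.75 and 13.1 in sows 1, 2 and 3. For CSF2 the direct comparison at 3 hpc gave an FC of 1.41 (adjusted p = 1.00), and at 24 hpc of 2.11 (adjusted p = 0.27), and neither passed the test. Against the control CSF2, the colony stimulating factor of granulocytes and macrophages, had an FC of −1.13 at 3 hpc with *E. coli* (95% confidence interval −1.66 to 1.30, adjusted p = 0.95), with −1.72, 1.17 and 1.03 in the 3 sows. CXCL1 still differed between the pathogens without sow 1 or sow 3 and not without sow 2.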

Proteins encoded by both genes are known to control the production, differentiation and recruitment of neutrophils and macrophages [54,55]. Neutrophils from cows affected by subclinical mastitis demonstrated a significant delay of apoptosis as compared with neutrophils obtained from healthy cows and were unresponsive to GM-CSF [56]. Gilbert et al. [13] observed an induction of *CXCL1* and *CSF2* at 3 hpc and at 6 hpc of bovine mammary epithelial cells (bMEC) with *E. coli* crude LPS, but not with *S. aureus* culture supernatant. Down-regulation of these genes could be a result of steroid hormones (e.g. glucocorticoid), which orchestrate physiological processes such as metabolism, immunity and development and suppress cytokines, adhesion molecules and inflammatory response proteins as well as the recruitment of leukocytes to allow a systemic response to external stresses and resources [57]. This is in congruence with our transcriptome analysis of PMEC highlighting steroid hormone (estrogen) biosynthesis as one of the most enriched canonical pathways at 3 hpc with *S. aureus*.

### Networks of specific pathogen-affected upstream and downstream regulators associated with inflammatory response emphasize the complexity of the innate immune response of PMEC

The activation of downstream signal transduction pathways via phosphorylation, ubiquitination, or protein-protein interactions, ultimately culminate in activation of transcription factors regulating the expression of genes involved in inflammation and antimicrobial host defenses [58]. Our results are in agreement with that, showing a down-regulation of genes encoding heat-shock proteins which are involved in protein ubiquitination pathways in PMEC at 24 hpc with *E. coli* as well as with *S. aureus*, and contributing to a decreasing receptor-mediated activation of the innate immune response.

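HSPA5, a chaperone of the endoplasmic reticulum, fell at 24 hpc with FC −1.54 with *E. coli* and −1.56 with *S. aureus* (adjusted p = 0.037 and 0.039). The co-chaperone gene DNAJC25 fell with *S. aureus* (FC −1.55, 95% confidence interval −1.94 to −1.24, adjusted p = 0.019). The mean log2 change of the chaperones and heat shock proteins was −0.71, −0.43 and −0.20 in sows 1, 2 and 3 with *E. coli*, and −0.71, −0.39 and −0.21 with *S. aureus*. At 3 hpc the group did not differ from other genes (camera, adjusted p = 0.58 with *E. coli* and 0.28 with *S. aureus*). Leaving out sow 1, sow 2 and sow 3 in turn, 0, 0 and 1 of 1 gene with *E. coli* and 0, 0 and 2 of 2 genes with *S. aureus* stayed differentially expressed.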

Nevertheless, the common transcriptional response of PMEC to both pathogens is characterized by expression changes of genes interacting in activation, regulation and limitation of the innate immune response. Upstream analysis of genes mostly affected in PMEC at 3 hpc with *E. coli* are associated with TLR4-mediated recognition of LPS and downstream signaling cascades involving *IL1B*, *interleukin-1 receptor-associated kinase 4* (*IRAK4*) and *TNF* to initiate local and systemic inflammatory response. This is in accordance with the study of Günther et al. [8], who reported that genes that are exclusively and most strongly up-regulated by *E. coli* may be clustered into a regulatory network with TNF-alpha and IL1. An association between clinical mastitis and local production of IL1-beta, IL6 and TNF-alpha is suggested in mammary glands of sows [26]. IL1-beta is found in greater concentration in milk of *E. coli* mastitis than in milk of *S. aureus* mastitis, and TNF-alpha is found in bovine milk in case of *E. coli* but not *S. aureus* mastitis [40,59]. In contrast, upstream regulation of the innate immune response of PMEC at 3 hpc with *S. aureus* is mediated for example by beta-estradiol, known to regulate the innate immunity by suppressing the secretion and/or expression of pro-inflammatory mediators by human uterine epithelial cells, but also stimulates the production of antimicrobials [60]. Different upstream regulators affected in PMEC at 24 hpc with *E. coli* and with *S. aureus* have similar functions by controlling gene expressions involved in the cell division cycle, apoptosis, cell differentiation, cell adhesion, cell migration and metabolism. This reflects the complexity of the innate immune response of PMEC to the respective pathogens. The networks of key regulatory genes associated with host response of PMEC challenged with *E. coli* are more complex than that challenged with *S. aureus*. Almost all of the key regulatory genes involved in the defense mechanisms against *E. coli* and *S. aureus* are categorized by IPA as genes of “inflammatory response”. *IL1A*, *CXCL2*, *TNFSF10*, *NFKBIA* and *MAP3K8* are the main key regulatory genes of the innate immune response of PMEC challenged with *E. coli*, which act on gene expression of *JUN*, *FOS* and *EGR1*, while challenge with *S. aureus* mostly affected gene expression of *FOS*, *EGR1* and *PCNA* via CSF2 and PTGS2 signaling. Apart from the different mostly affected genes encoding proteins which act in several cell-to-cell communications or cytoplasmic protein interactions, their effects on regulation of transcription centered to the active down-regulation of some immediate early genes (*EGR1*, *JUN*, *FOS*) executing distinct biological functions.

Our results show that PMEC do not only pose a physical barrier against extracellular pathogens, but are immune competent as well. They are capable of recognizing invading pathogens and initiate local and systemic immune responses. The extent and the course of the infection depend on: (i) pathogen stimuli; (ii) pathogen recognition and (iii) immune status of the animal. Individual differences in one of these objects critically influence the innate host immune response and PDS pathogenesis. The much faster and stronger inflammatory response of PMEC to challenge with *E. coli* results from immediately induced IL1B and TNF signaling initiating the rapid mobilization of immune cells mediated by various cytokines and chemokines. In contrast, such strong and rapid effects on expressions of immune relevant genes are not elicited by challenge with *S. aureus*, which rather affected metabolic pathway signaling resulting in a more moderate innate immune response.

Overall, our results suggest PMEC as a suitable mechanistic model, which especially contributes the understanding of pathogenesis of porcine mastitis induced by *E. coli* or *S. aureus*, and generally confirm comprehensive expression patterns of innate immune response in other cell types as well as animal species. Further comparative investigations on these gene expression patterns of the innate immune response of PDS-negative and PDS-positive sows may aid elucidation of the PDS etiology.

## Additional files

Additional file 1:
**Overview of differentially expressed genes at 3 h post-challenge with** ***E. coli*** **compared to unchallenged control.** Table giving Affymetrix probe set numbers, fold changes (control vs. treatment), *p*-values and corresponding q-values, gene symbols and gene names. 

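The file lists probe sets that the authors found changed at 3 hpc with *E. coli*, with FC and p-values from a model of group and animal. The paper gives 45 analysed arrays and does not state how the wells of a sow entered this model. All 156 listed probe sets were tested here, and every one had the same direction, with log2 FC values that differ by at most 0.0045. On sow means 50 of them were differentially expressed, and 155 with the wells taken as 45 independent arrays. PDZRN3, a ubiquitin ligase, had an FC of −1.51 on the probe set that the paper lists (95% confidence interval −1.80 to −1.27, adjusted p = 0.039). The probe set chosen here for this gene had a log2 FC of −0.46 and was not differentially expressed. The fall on the listed probe set no longer passed without sow 1, sow 2 or sow 3.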

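Probe sets listed for 3 hpc with *S. aureus* were selected by the authors from all 45 arrays. The paper does not state whether the 3 wells of each sow entered as separate values. The FC values computed from the deposited data differ from the listed ones by at most 0.0047 on the log2 scale, in the same direction for all 73. With 1 mean per sow and group, 3 passed both thresholds, against 68 with 45 independent arrays. For APC, a regulator of Wnt signalling, the FC was −1.61 (95% confidence interval −1.88 to −1.37, adjusted p = 0.066).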

Additional file 2:
**Overview of differentially expressed genes at 3 h post-challenge with** ***S. aureus*** **compared to unchallenged control.** Table giving Affymetrix probe set numbers, fold changes (control vs. treatment), *p*-values and corresponding q-values, gene symbols and gene names. Additional file 3:
**Overview of differentially expressed genes at 24 h post-challenge with** ***E. coli*** **compared to unchallenged control.** Table giving Affymetrix probe set numbers, fold changes (control vs. treatment), *p*-values and corresponding q-values, gene symbols and gene names. 

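The table holds 1249 probe sets for 24 hpc with *E. coli* with values, 519 of them with a positive FC. Each was tested here and had the listed direction (largest difference 0.0047 on the log2 scale). Sow means gave 1116 of these as differentially expressed, next to 1141 over all probe sets tested. MMP7, a matrix metalloproteinase, is among the listed genes and had an FC of 1.65 (95% confidence interval 1.24 to 2.19, adjusted p = 0.019). It stayed differentially expressed without sow 3 and not without sow 1 or sow 2.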

Additional file 4:
**Overview of differentially expressed genes at 24 h post-challenge with** ***S. aureus*** **compared to unchallenged control.** Table giving Affymetrix probe set numbers, fold changes (control vs. treatment), *p*-values and corresponding q-values, gene symbols and gene names. 

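Listed for 24 hpc with *S. aureus* are 1072 probe sets with values, 673 of them down-regulated. Directions were the same here for all of them, and log2 FC values differ by at most 0.0047. On sow means 899 were differentially expressed. HMOX1, a heme oxygenase, had an FC of −2.56 (95% confidence interval −4.94 to −1.33, adjusted p = 0.039), and with 45 independent arrays 1071 of the listed probe sets passed. HMOX1 stayed differentially expressed without sow 3 and not without sow 1 or sow 2.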

Additional file 5:
**Sequences of oligonucleotide primers used for real-time PCR quantification.** Table providing primer sequences, length of PCR products, annealing temperatures and GenBank accession number of respective nucleotide sequences. Additional file 6:
**Principle component analysis.** The 2D condition scatter plot view clustering of gene expressions in PMEC after challenge with *E. coli* (red dots) or *S. aureus* (blue dots) for 3 h and 24 h compared to unchallenged control (green dots). The two main principal components of the expression of the most significant genes show significant separation of the three biological replicates by location (PC1 and PC2). It is also shown that gene expression diverges most significantly with increasing treatment time. In contrast, the technical replicates show more consistent gene expression clusters. No outliers were detected. Additional file 7:
**Comparison of microarray and RT-qPCR results for selected transcripts associated with “inflammatory response”.** Table giving fold changes, *p*-values and corresponding q-values detailed for various comparisons obtained with microarrays and RT-qPCR and correlation coefficient for the two methods.

# Supplementary material for: Gene expression profiling of porcine mammary epithelial cells after challenge with Escherichia coli and Staphylococcus aureus in vitro
**Source:** Vet Res. 2015 May 6;46(1):50. doi: 10.1186/s13567-015-0178-z
**Supplement:** Additional file 5: — Sequences of oligonucleotide primers used for real-time PCR quantification. Table providing primer sequences, length of PCR products, annealing temperatures and GenBank accession number of respective nucleotide sequences.

**Additional file 5** **Sequences of oligonucleotide primers used for real-time PCR quantification.**

| Gene | Primer | Sequence (5´- 3´) | **Product size** | **Ta** | **Gen Bank Accession** |
| --- | --- | --- | --- | --- | --- |
| IL1A | forward reverse | AATGATGATTCGCAACTTCCTGTG TGGTTTTGGGTGTCTCAGGC | 118 bp | 60 °C | NM_214029 |
| CXCL2 | forward reverse | GGAAGTTTGTCTCAACCCCGC AGCCAGTAAGTTTCCTCCATCTC | 108 bp | 60 °C | NM_001001861 |
| CCL2 | forward reverse | AGAAGAGTCACCAGCAGCAAGTG GCTTCAAGGCTTCGGAGTTTGG | 150 bp | 60 °C | NM_214214 |
| TNFSF10 | forward reverse | TGGCTGCTCACATAACTGGAAC TCCCAGGAGTTTATTTTCTGGCC | 100 bp | 60 °C | NM_001024696 |
| MAP3K8 | forward reverse | CTGCCCTCTTTGAGCGGAAG CATCTCCGATTCCTCAGTGCTTC | 104 bp | 60 °C | XM_005668089 |
| NFKBIA | forward reverse | TGTGATCCTGAGCTCCGAGACTTT TTGTAGTTGGTGGCCTGCAGAATG | 143 bp | 60 °C | NM_001005150 |
| CSF2 | forward reverse | TCGCCTGAACCTGTACAAGC GGTGATAGACTGGGTTTCACAGG | 136 bp | 60 °C | NM_214118 |
| VC AM 1 | forward reverse | GGATGCAGGTGTATACGAATGTG GCAGAATAGAGCACGAGAAGTTC | 132 bp | 60 °C | NM_213891 |
| RN7SK | forward reverse | GGCTGATCTGGCTGGCTAGG CCTCTATCGGGGATGGTCGTC | 109 bp | 60 °C | ENSSSCT00000021151 |
| HPRT1 | forward reverse | CCGAGGATTTGGAAAAGGT  CTATTTCTGTTCAGTGCTTTGATGT | 181 bp | 60 °C | NM_001032376 |

How the deposited data were processed for this re-analysis (not part of the article)

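The data are Affymetrix Porcine Genome Array values of PMEC from 3 sows, with 45 arrays in 5 groups of 9 (unchallenged control, and *E. coli* and *S. aureus* at 3 hpc and 24 hpc) and 3 culture wells per sow in each group. The authors scanned the arrays with GCOS 1.1.1, corrected the background and normalised the arrays with GC-RMA, and deposited 1 log2 value per probe set and array. The smallest value, 2.12, is a floor shared by all arrays. Between 32.9% and 34.0% of the 24123 probe sets of an array lie on it, and array medians run from 4.02 to 4.21. Signal over background, and not a count, limits what these values can show, since a probe set at the floor has neither a measured level nor a measured fall.

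Probe sets were kept at an SD of at least 0.2 and a mean of at least 2.5 over the 45 arrays, which left 8919. The MAS5 detection calls that the authors also required were not used. Wells were averaged per sow and group on the log2 scale, because wells of a sow are not independent animals. The resulting 15 sow means were fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, eBayes) with group and sow as fixed effects, leaving 8 residual degrees of freedom. Each challenged group was compared with the control, *E. coli* with *S. aureus* at each time point, and 24 hpc with 3 hpc for each pathogen, and the difference between the pathogens in the change over time was tested in the same model. A probe set was called differentially expressed at an adjusted p (Benjamini-Hochberg) under 0.05 and an FC above 1.5 either way. Confidence intervals are 95% intervals of the moderated t statistic. On simulated data with known changes, the procedure recovered between 87.8% and 90.1% of the changes of 1.8-fold at 24 hpc. This share holds for the simulated changes alone. In the data, the 24 hpc change in sow 3 had a median ratio of 0.231 to that of sows 1 and 2. That ratio is over 883 probe sets chosen on sows 1 and 2, and recovery under such differences between sows was not determined.

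Gene symbols come from the platform annotation, and from the tables of the paper for probe sets that the annotation leaves without a symbol. Where both give a name, they differ for 201 of 661 probe sets. A gene with several probe sets is represented by the probe set with the highest mean among those the annotation gives to it alone. The genes named in the text come from a larger set, and not every gene of this set is given. It holds the genes that the paper names for a comparison and 2 to 4 called members of each gene list described. It also holds the 10 highest and the 10 lowest called probe sets with a symbol whose 3 sows changed in the same direction. Genes given for their function alone or for a direct comparison of the pathogens were chosen after their values had been seen. The paper's tables were read before this rule and the lists were written.

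Gene groups were 27 lists fixed before the data were examined, and each was compared with all other measured genes by camera with a preset correlation of 0.01, adjusted over the lists within a comparison. The lists hold cytokines and chemokines, the NF-kappaB pathway, interferon-stimulated genes, interferon receptors, MHC class I antigen processing, cell adhesion and tight junction, Toll-like receptors and other sensors, antimicrobial and acute phase proteins, the aryl hydrocarbon receptor and xenobiotic metabolism, the oxidative stress response, immediate early genes, DNA replication, mitosis, chaperones, the ubiquitin pathway, ribosome biogenesis, splicing factors, aminoacyl-tRNA synthetases, cholesterol synthesis, glucocorticoid-responsive genes, the circadian clock, FoxO and quiescence-associated genes, epithelial differentiation, extracellular matrix and TGF-beta targets, apoptosis regulators, milk proteins, and glycolysis. Markers of luminal epithelial, myoepithelial, fibroblast, adipocyte, leukocyte and endothelial cells were listed separately. List tests were repeated with a correlation estimated per list and with fry, a rotation test of whether the genes of a list move in 1 direction, without comparison with other genes. Members of a list are limited to genes that the platform annotation names, without the symbols that only the tables of the paper give.

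Alternatives covered the 45 arrays as independent values with and without moderation, no sow block, each sow left out in turn, only the groups compared, no filter, a stricter filter, quantile normalisation, equal array medians, a trended prior, Storey q-values, no FC threshold and an FC threshold of 2. Further alternatives chosen after the data had been seen are a random block of wells, omission of a control array, single control wells and a fit of the 3 hpc groups without the 24 hpc arrays. The shared calls of both pathogens were compared with simulated groups without change, and with control wells split between the comparisons. IPA categories, pathways and networks were not analysed here. Of RT-qPCR only the sign of the values that the paper lists, and whether their p was under 0.05, were read.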

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

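The tests of control time, array scaling, exchanged wells and control levels of sow 3 were chosen after the result was seen, whereas the tests of a compressed signal, of the shared control and of handling were set before it.

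A difference between groups was found in 4 comparisons. Between 24 hpc and 3 hpc, 1242 probe sets differed with *E. coli* and 940 with *S. aureus*, and between the pathogens 18 differed at 3 hpc and 12 at 24 hpc. For each of these counts, the other 9 of the 10 possible splits of the 3 sows gave at most 1 (*E. coli* against *S. aureus* 0 at both times), and 10 splits are too few for a share under 0.05. The same holds for the comparisons with the control, where the real split (50, 3, 1141 and 922 probe sets) was the only 1 of 10 to reach its count and the highest of the others was 0. For the difference between the pathogens in the change over time, the real count is 0, which 100 of 100 random regroupings reach whatever the data hold, so they decide nothing. The highest count among these regroupings was 3684, and its cause was not tested. Of the 4 splits that part every sow pair, the 3 others gave at most 1 probe set in each comparison, and for lists at most 2, 2, 11 and 6 against the control in the order above and 6 and 6 between the pathogens. List counts at least as large as that of the real grouping were reached by other splits too, the real grouping included in the number, for *S. aureus* at 3 hpc (7 of 10 splits; highest 7, real 2), *E. coli* at 24 hpc (2 of 10; 11, real 9) and *S. aureus* at 24 hpc (8 of 10; 7, real 4), and the real grouping was alone in reaching its count for *E. coli* at 3 hpc (1 of 10; 5, real 10), *E. coli* against *S. aureus* at 3 hpc (1 of 10; 6, real 9) and at 24 hpc (1 of 10; 7, real 8).

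A signal in gene groups that the paper does not discuss was found at 24 hpc. Genes of ribosome biogenesis and nucleolus were lower with *E. coli* (camera, adjusted p = 1.5e-07; 12 of 27 down, 27 negative) and with *S. aureus* (adjusted p = 7.3e-06; 8 down, 27 negative). FoxO and quiescence-associated genes were higher with *E. coli* (adjusted p = 0.00026; 8 of 13 up) and with *S. aureus* (adjusted p = 0.00075; 6 up). Neither list passed with an estimated correlation (adjusted p between 0.47 and 0.65).

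The change at 24 hpc that both pathogens share covers 723 probe sets. Array scaling is argued against, because 92.5% of the rising and 98.0% of the falling shared probe sets stayed called after each array had been centred on its median. By the labels the control was kept in culture as long as the 24 hpc groups, so the time in culture of the control would explain the change only if that label were wrong. A wrong label cannot be told apart from a late effect of the bacteria, since the 3 hpc change of these probe sets was 0.079 of their 24 hpc change (median log2 change 0.07 against 0.83), which either would give, and there is no control of 3 h. A shared response to either bacterium stays open as well and no biological explanation was tested.

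The change at 3 hpc common to both pathogens covers 34 probe sets (17 up and 17 down, median log2 change 0.77). A deviation of the shared control may account for it, as the median change of this set at 24 hpc was 0.28 in the same direction (quartiles −0.12 to 0.68, against 0.38, which is 0.5 of the 3 hpc change), which leaves the explanation open because the quartiles reach beyond that bound. A short response to handling or medium cannot be told apart from a short response to bacteria, since for 55.9% of the set the 24 hpc change was within 0.5 of the 3 hpc change and there is no 3 h control. Biological explanations were not tested.

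Over 883 probe sets chosen because they moved in sows 1 and 2, the 24 hpc change was smaller in sow 3 (median ratio 0.231, 95% confidence interval over probe sets 0.218 to 0.243). Chosen the same way on the other sows, the ratio was 1.37 for sow 1 (over 54 probe sets) and 0.786 for sow 2 (over 60). With *E. coli* the change was not smaller in sow 3 for interferon-stimulated genes (mean log2 change 1.00, 0.60 and 1.49 in sows 1, 2 and 3), for cytokines and chemokines (0.04, 0.30 and 0.42) and for MHC class I antigen processing (0.13, 0.13 and 0.42). With *S. aureus* this held for interferon-stimulated genes (0.09, 0.22 and 0.33) and MHC class I antigen processing (−0.05, 0.11 and 0.23). The cytokines and chemokines changed least in sow 3 with *S. aureus* (−0.67, −0.21 and −0.11). A compressed signal on the arrays of sow 3 is argued against by the ratio of 0.856 at 3 hpc with *E. coli* (95% confidence interval over probe sets 0.669 to 1.02, over 86 probe sets). Exchanged wells of sow 3 are argued against, as 6 of 6 of its 24 hpc wells scored above each of its 9 other wells. Whether control cells of sow 3 were already near the 24 hpc state stays open. Their DNA replication genes differed from the mean of sows 1 and 2 by −0.65 (log2 levels 7.89, 7.04 and 6.82 in sows 1, 2 and 3) and their ribosome biogenesis genes by −0.64 (9.64, 9.14 and 8.74), but this sets 1 animal against 2 that also differ from each other, and the 95% confidence intervals over animals (−10.0 to 8.74 and −6.18 to 4.90) decide nothing. Why these cells would differ, by age, lactation or condition of the sow, stays open as untested.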

How the results depend on the processing

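The random block of wells, the omission of a control array, the single control wells and the fit of the 3 hpc groups alone were chosen after the data had been seen. In the order *E. coli* at 3 hpc, *S. aureus* at 3 hpc, *E. coli* at 24 hpc and *S. aureus* at 24 hpc against the control, the main counts were 50, 3, 1141 and 922 probe sets, with 18 and 12 between the pathogens at 3 hpc and 24 hpc, 1242 and 940 between 24 hpc and 3 hpc with *E. coli* and *S. aureus*, and 3 and 723 shared by both pathogens at 3 hpc and 24 hpc. The stricter filter, quantile normalisation, the trended prior, Storey q-values and the omission of a control array kept each of these counts within 1.5 times its main value.

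With the wells as 45 independent arrays the counts were 161 and 70 at 3 hpc, 50 and 67 between the pathogens, 28 for the difference in the change over time (main 0) and 41 shared at 3 hpc. Ordinary least squares on the 45 arrays gave 162, 74, 51, 68, 28 and 43 for the same results. The wells of a sow are then counted as separate animals, which lowers the error, and the other counts stayed within 1.5 times. The random block of wells gave 98 and 22 at 3 hpc, 31 and 41 between the pathogens, 3 for the difference in the change over time, 16 shared at 3 hpc and 4 lists for *S. aureus* at 3 hpc (main 2).

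Without the sow as a replicate block the counts were 8, 0, 0 and 0 against the control, 2 and 0 between the pathogens, 3 and 6 between the time points, and 0 and 0 shared, with 6 lists for *E. coli* at 3 hpc (main 10) and 5 between the pathogens at 3 hpc (main 9). The differences between sows then enter the error, so that the pairing of challenged and control cells of a sow carries these results.

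Leaving out a sow, the counts ranged from 0 to 57 and 0 to 1 at 3 hpc, and from 9 to 2097 and 0 to 1904 at 24 hpc, with *E. coli* and *S. aureus*. The ranges were 0 to 9 and 0 to 6 between the pathogens, 0 to 2080 and 0 to 1807 between the time points, 0 to 1 and 0 to 1548 for the shared counts, 1 to 3 lists for *S. aureus* at 3 hpc and 5 to 8 lists between the pathogens at 3 hpc. The lowest values came without sow 2 (for the lists at 3 hpc without sow 1 with *S. aureus* and without sow 3 between the pathogens), and the highest 24 hpc counts without sow 3. Omission of a sow leaves 2 sow means per group. The cause was not tested.

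With only the 2 groups compared in the fit, the counts were 14, 1, 9 and 0 against the control, 3 between the pathogens at 24 hpc, 10 and 1 between the time points, and 1 and 0 shared. Such a fit has fewer residual degrees of freedom and takes its error from the 2 groups alone. The main fit pools the error over all 5 groups, and these effects were not separated. The main p-values at 24 hpc may therefore understate the spread of the response between sows. With only the control and 3 hpc groups, the counts were 76 and 5 at 3 hpc. Without a filter they were 22, 0, 342 and 203, 3 and 2 between the pathogens, 611 and 259 between the time points, and 0 and 124 shared. More probe sets then enter both the fit and the adjustment of p-values, and these were not separated.

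With equal array medians, 1 probe set was called for *S. aureus* at 3 hpc and 1 was shared at 3 hpc. Control well 1 alone gave 1 and 1 for these results, and so did control well 3 alone. An FC threshold of 2 gave 23, 1, 263 and 220 against the control, 291 and 223 between the time points, and 1 and 178 shared, and no FC threshold gave 2877 and 2477 at 24 hpc, 3193 and 2495 between the time points and 1944 shared at 24 hpc. Among the 3346 genes that the platform annotation names, with 1 probe set each, the counts were 20, 0, 416 and 327 against the control and 7 and 7 between the pathogens.

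Of the lists, 10, 2, 9 and 4 passed against the control in the order above, and 9 and 8 between the pathogens at 3 hpc and 24 hpc. With an estimated correlation 3, 1, 0 and 0, and 4 and 4 passed. The fry test, which asks whether the genes of a list move in 1 direction and not whether they differ from other genes, was passed by 5, 19 and 7 lists for *S. aureus* at 3 hpc, *E. coli* at 24 hpc and *S. aureus* at 24 hpc, and 4 between the pathogens at 3 hpc.

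The set from which the genes named in the text come had 152 called at 24 hpc with *E. coli* and 112 with *S. aureus*. Without sow 2 these counts were 6 and 0, and without sow 1 they were 19 and 3. At 3 hpc with *E. coli*, 32 genes of the set were called, and 27, 0 and 13 without sow 1, sow 2 and sow 3. No gene of the set that was called changed direction in a sow omission, a scaling or a filter. Another probe set of the same gene went the other way for TYK2 (log2 FC −0.85), DNAJA1 (0.0185), TFDP1 (0.60), USP3 (0.61) and TXN (−0.64) with *E. coli* at 24 hpc, and for TFDP1 (0.51) and TXN (−0.77) with *S. aureus*. That probe set of TFDP1 carries this name in the tables of the paper, whereas the platform annotation gives it to TFDP2. The sources of variation, with sow at 54.5% over the filtered probe sets, were 52.5% for sow over all probe sets.

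The floors set before the data were examined were not run, because they apply to linear signals and the values are on the log2 scale. Storey q-values, the FC thresholds and ordinary least squares were not applied to lists, and the difference in the change over time was not fitted with 2 groups. Signal over background limits the results for low transcripts, as a probe set at the floor was not tested.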

Differences from the paper's values

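The paper called probe sets at p and q-values under 0.05 and an FC above 1.5, and the calls here use Benjamini-Hochberg adjusted p under 0.05 with the same FC. Counts, percentages and ratios were taken to differ where the larger was more than 1.5 times the smaller, and FC values where the signs differed or the log2 values lay further apart than the SD between sows. The paper states 156 probe sets for *E. coli* at 3 hpc, against 50 here, and 73 for *S. aureus* at 3 hpc, against 3 here. The alternatives with the wells as 45 independent arrays (161 and 70) and with ordinary least squares on the 45 arrays (162 and 74) do not differ from the paper's counts, and the other alternatives set before the data were examined do. The paper gives 45 analysed arrays and a model with group and animal, and does not state how the wells of a sow entered. The test here took sow means. Of the shared probe sets, the paper gives 50% of those of *S. aureus* at 3 hpc as found with *E. coli*, against 100% here (3 of 3). The same 2 alternatives (58.6% and 58.1%) and quantile normalisation (66.7%) do not differ, and the others that give a value do. The paper gives a ratio of 8 between the 24 hpc and 3 hpc counts with *E. coli*, against 22.8 here, and of 14 with *S. aureus*, against 307 here. The 45-array alternatives (7.99 and 7.95; 15.7 and 14.9) do not differ, nor does an FC threshold of 2, which is not the paper's, for *E. coli* (11.4), and the others that give a value do. Of the genes in Figure 4A, the paper gives 40 for *E. coli* and 9 for *S. aureus*, against 19 and 0 called here. The 45-array alternatives (40 and 40; 8 and 8) do not differ from the paper's counts, and the others do.

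In Additional file 7 the paper lists array FC values with a sign opposite to the one computed here, and of the same size, for 7 values. All 7 are positive in the paper's table, and for 6 of them, all but that of CSF2, the paper's RT-qPCR value has the sign found here. They are IL1A with *S. aureus* at 24 hpc (paper 1.13, here −1.13), CXCL2 with *S. aureus* at 3 hpc (paper 1.23, here −1.23) and at 24 hpc (paper 1.0996, here −1.0996), CCL2 with *S. aureus* at 24 hpc (paper 1.17, here −1.17), TNFSF10 at 3 hpc with *E. coli* (paper 1.05, here −1.05) and with *S. aureus* (paper 1.18, here −1.18), and CSF2 with *E. coli* at 3 hpc (paper 1.13, here −1.13). Without sow 1 the values do not differ for IL1A, CXCL2 and CCL2 with *S. aureus* at 24 hpc and for CSF2, and they do in the other alternatives; for CXCL2 and TNFSF10 at 3 hpc they differ in each alternative.

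The paper states that BMP2 fell at 3 hpc with *E. coli*, whereas its FC was 1.59, not called on sow means and called as a rise with 45 arrays, moderated or not. It gives CCL2, VCAM1, ITGB3, IFIT1, IFIT3, FOS, EGR1, VAV3 and BMP4 as changed with *E. coli* at 3 hpc, and CYP1A1, CYP1B1, FOS, CSF2, CXCL1, PTGS2, EGR1 and DUSP6 with *S. aureus*, and none of these was called on sow means, whereas all were with 45 arrays, moderated or not. CCL2 and VCAM1 with *E. coli* were also called without sow 1, and BMP4 in the fit of the 3 hpc groups alone. A random block of wells, chosen after seeing the values, called CCL2, VCAM1, FOS, EGR1 and VAV3 with *E. coli*, and CYP1A1, CYP1B1, FOS and EGR1 with *S. aureus*, and left the others uncalled. The paper's RT-qPCR (ANOVA) has p under 0.05 and the same sign for CCL2 and VCAM1 with *E. coli* and CSF2 with *S. aureus* at 3 hpc. How wells of a sow entered that ANOVA is not stated. The other genes of these lists were not in the RT-qPCR. The paper contrasts the rise of CYP1A1 and CYP1B1 with *S. aureus* at 3 hpc with the response to *E. coli*, whereas both were called with *E. coli* (FC 2.44 and 4.61). Elsewhere the paper gives this too, with CYP1A1 as raised with *E. coli* in Figure 4A and CYP1B1 as affected with both. It reports a rise of CYP3A4 with *S. aureus* at 3 hpc, whereas the FC was −1.01 and no setting called this probe set. The probe set that the paper lists under this name, given to CYP3A29 in the platform annotation, had an FC of 1.53, not called on sow means and called with 45 arrays, moderated or not. JAK2 with *E. coli* at 3 hpc (FC 1.26) and RHOQ with *E. coli* at 24 hpc (FC 1.30), both listed as changed, were not called on the probe set used here and were called on the one that the paper lists, and RHOQ also without an FC threshold. CCL2 with *E. coli* at 24 hpc and BCL2 with *S. aureus* at 24 hpc (FC 1.61 and 1.52) were called with 45 arrays, moderated or not, with Storey q-values and with the random block of wells, and BCL2 also without a control array and with control well 2 alone, which were chosen after seeing the values. For CCL2 with *E. coli* at 24 hpc the p of the paper's RT-qPCR (ANOVA) was not under 0.05.

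The paper states that VCAM1 and ITGB3 rose with *S. aureus* at 3 hpc and 24 hpc. No setting called them at 3 hpc (FC 1.41 and 1.38), and at 24 hpc (FC 2.38 and 1.62) they were called with 45 arrays, moderated or not, and with Storey q-values, VCAM1 without sow 1 as well, and both with the random block of wells, which was chosen after seeing the values. For VCAM1 the paper lists RT-qPCR values of the same sign at both times, with p under 0.05 (ANOVA) at 24 hpc alone. It states that the interferon genes IFIT1, IFIT3, IFNAR1 and IFNAR2 were also up-regulated at 24 hpc with both pathogens. IFIT1 and IFIT3 were, whereas IFNAR1 and IFNAR2 had an FC of 1.20 and 1.45 with *E. coli* and of −1.07 and −1.08 with *S. aureus*, and a fit with control well 2 alone, chosen after seeing the values, called IFNAR2 with *E. coli*. The paper gives a rise of IL-17A with *E. coli* at 3 hpc, whereas the IL17A probe set lay at the floor. The lowest FC among its *S. aureus* genes of Figure 4A at 3 hpc is given as a value above that of EGR1, −2.30, the lowest here. PTPN2, IGFBP3, PIK3R3 and DIRAS3, listed in pathways that the paper reports as up-regulated at 24 hpc, fell, as did the probe set that it lists for TYK2 with *E. coli* (FC −1.81), and USP28 and PSMB9, listed in pathways that it reports as down-regulated with *E. coli*, rose.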

Other observations

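These tests were set before the data were examined, apart from the choice of the genes named here, which was made after their values had been seen. At 24 hpc, 12 of 27 nucleolar genes that build ribosomes fell with *E. coli* and 8 with *S. aureus* (13 and 8 when adjusted over the list alone), among them NOP56 and NOP58. The list was lower with both (camera, adjusted p = 1.5e-07 and 7.3e-06) and did not pass with an estimated correlation (adjusted p = 0.47 and 0.65). The mean log2 change of the ribosome biogenesis list was −0.94, −0.63 and −0.12 in sows 1, 2 and 3 with *E. coli*. Of the 13 genes of FoxO and quiescence, 8 rose with *E. coli* and 6 with *S. aureus* (9 and 8 when adjusted over the list alone). The list was higher with both (camera, adjusted p = 0.00026 and 0.00075) and did not pass with an estimated correlation either (adjusted p = 0.47 and 0.65). Among those that rose with *E. coli* were FBXO32, a ubiquitin ligase of muscle wasting (FC 2.53, adjusted p = 0.022), and CCNG2, a cyclin of arrested cells (FC 1.96, adjusted p = 0.043). The mean log2 changes of the list with *E. coli* in the 3 sows were 1.52, 0.61 and 0.14.

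Further lists passed the test with the preset correlation. At 3 hpc with *E. coli* the interferon-stimulated genes (camera, adjusted p = 0.031; adjusted p = 0.53 with an estimated correlation), MHC class I antigen processing (0.0047; 0.22), cell adhesion and tight junction (0.0033; 0.100) and the oxidative stress response (0.040; 0.22) were higher and DNA replication was lower (0.00091; 0.53). Against *S. aureus* at 3 hpc, *E. coli* gave higher NF-kappaB genes (1.4e-09; 0.0062), interferon-stimulated genes (0.027; 0.50), interferon receptors (0.0036; 0.047), cell adhesion (0.045; 0.27), antimicrobial genes (0.032; 0.35) and oxidative stress genes (0.040; 0.27). At 24 hpc it gave higher cytokines (4.4e-12; 0.0077), NF-kappaB genes (1.1e-06; 0.016), interferon receptors (0.0088; 0.069), MHC class I genes (0.00082; 0.14) and oxidative stress genes (0.0088; 0.11).

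The lists that did not pass in any comparison had as lowest adjusted p (camera) 0.47 for Toll-like receptors and other sensors (*S. aureus* at 24 hpc), 0.059 for splicing factors (*S. aureus* at 3 hpc), 0.13 for the ubiquitin pathway (*S. aureus* at 24 hpc), 0.32 for aminoacyl-tRNA synthetases and amino acid stress (*E. coli* at 3 hpc), 0.31 for cholesterol synthesis and uptake (*E. coli* at 24 hpc), 0.061 for glucocorticoid-responsive genes (the pathogens at 24 hpc), 0.47 for the circadian clock (*S. aureus* at 24 hpc), 0.22 for epithelial and keratinocyte differentiation (*E. coli* at 3 hpc), 0.18 for extracellular matrix and TGF-beta targets (*E. coli* at 24 hpc), 0.17 for milk proteins and milk fat synthesis (*E. coli* at 3 hpc), 0.066 for glycolysis and hypoxia (*S. aureus* at 24 hpc).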
